# Complementary genetic and genomic approaches help characterize the linkage group I seed protein QTL in soybean

**DOI:** 10.1186/1471-2229-10-41

**Published:** 2010-03-03

**Authors:** Yung-Tsi Bolon, Bindu Joseph, Steven B Cannon, Michelle A Graham, Brian W Diers, Andrew D Farmer, Gregory D May, Gary J Muehlbauer, James E Specht, Zheng Jin Tu, Nathan Weeks, Wayne W Xu, Randy C Shoemaker, Carroll P Vance

## Abstract

**Background:**

The nutritional and economic value of many crops is effectively a function of seed protein and oil content. Insight into the genetic and molecular control mechanisms involved in the deposition of these constituents in the developing seed is needed to guide crop improvement. A quantitative trait locus (QTL) on Linkage Group I (LG I) of soybean (*Glycine max *(L.) Merrill) has a striking effect on seed protein content.

**Results:**

A soybean near-isogenic line (NIL) pair contrasting in seed protein and differing in an introgressed genomic segment containing the LG I protein QTL was used as a resource to demarcate the QTL region and to study variation in transcript abundance in developing seed. The LG I QTL region was delineated to less than 8.4 Mbp of genomic sequence on chromosome 20. Using Affymetrix^® ^Soy GeneChip and high-throughput Illumina^® ^whole transcriptome sequencing platforms, 13 genes displaying significant seed transcript accumulation differences between NILs were identified that mapped to the 8.4 Mbp LG I protein QTL region.

**Conclusions:**

This study identifies gene candidates at the LG I protein QTL for potential involvement in the regulation of protein content in the soybean seed. The results demonstrate the power of complementary approaches to characterize contrasting NILs and provide genome-wide transcriptome insight towards understanding seed biology and the soybean genome.

## Background

Seed protein and oil are crucial to the value of many crop species. During seed development, carbon and nitrogen are partitioned among protein, oil, and carbohydrates [1-6]. In legumes, particularly soybean (*Glycine max *(L.) Merrill), protein and oil are primary nutritional components of mature seed. Protein and oil comprise some 40% and 20%, respectively, of soybean seed. Protein meal is a major byproduct of soybean processing, and high seed protein content allows processors to derive meal with high nutritional value [7]. A better understanding of the genetic basis of seed protein variation is important for developing strategies to improve seed quality traits not only in soybean but also in other legumes and cereal grains.

Storage reserves account for the majority of the protein in the seed [8,9]. The period of seed development where these reserves accumulate is commonly referred to as the seed filling stage, a 4- to 5-week period of cell expansion that occurs once cell division is complete [10]. The most prevalent seed storage proteins in soybean are beta-conglycinin and glycinin [11,12]. A number of diverse and interlinked processes, including photosynthesis, sucrose signaling, and transport, are associated with seed development and the regulation of complex traits [2,13,14].

Genetic control of seed constituents and size is inherited in a quantitative manner. Many quantitative trait loci (QTLs) associated with seed protein and size have been identified in several species including wheat [15], Arabidopsis [16], rice [17], pea [18], and barley [5]. In soybean, numerous QTLs associated with protein have been identified [19-23]. The seed protein QTL mapped to soybean linkage group I (LG I) is of particular interest due to the large additive effect that accounts for its consistent detection in many soybean mapping populations [22,24,25] and across multiple environments [26]. Inheritance of the high protein allele from *G. soja *at LG I resulted in a seed protein increase of 18 to 24 g/kg, and this increase was also associated with lower oil concentration [24,25,27]; a negative phenotypic correlation between soybean seed protein and oil content is well documented [28-31]. Nichols et al. [32] fine mapped the LG I protein QTL region to a 3 cM interval using BC_5_F_5_-derived near-isogenic lines (NILs) contrasting in seed protein and oil. Although linkage analysis is a valuable tool for localizing genetic regions of interest for a trait, the capabilities of mapping can be greatly enhanced by genomic approaches to identify genes that may control these traits.

Analyses of transcript profiles by microarrays have provided insight into the genes and processes involved in developing seed of Arabidopsis [33,34], soybean [35-37], *Medicago truncatula *[4,38,39], wheat [40], barley [5,41], and rice panicles [42]. Transcript changes, especially when used to contrast NILs, have proven useful for the discovery of genes of interest in soybean and other species [5,43-45].

In the present study, we leveraged a combination of resources - a NIL pair that differed substantially in seed protein [32], transcript profiling by Affymetrix^® ^Soy GeneChip microarray, Illumina^® ^high-throughput transcriptome sequencing platforms, and the newly available soybean genome sequence--to assess genomic and genetic contributions to seed protein traits in soybean. The objectives of our study were to: 1) define the borders of the genomic segment encompassing the LG I protein QTL region, 2) characterize transcript accumulation in the developing seed of a NIL pair known to produce contrasting final seed protein content, and 3) identify candidate genes for this seed protein QTL. The accomplishment of these objectives constitutes the first step toward understanding the genetic and molecular mechanisms underlying the regulation of seed protein. In addition, the large dataset provided through this study is a valuable tool for further analysis of the soybean transcriptome.

## Results

### Demarcation of the QTL region

Previous genetic studies [27,32] localized the LG I protein QTL region to a 3 cM interval. NIL populations used to map the LG I protein QTL were created by backcrossing the high protein *G. soja *(PI468916) allele into a *G. max *background (A81-356022) [32]. The NIL population P-C609-45-2 was found to segregate for the smallest LG I QTL interval corresponding to high and low seed protein phenotypes in the field [32]. In this study, these NILs were used to link the genetic map (Figures 1A and 1B) to the physical map (Figures 1C and 1E) and to identify recombination break points in P-C609-45-2 to demarcate the protein QTL region (Figure 1D).

**Figure 1:**
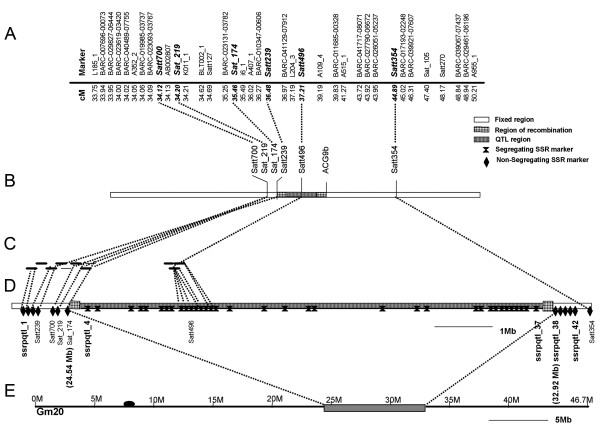
**Demarcation of the LG I QTL region**. (A) The genetic map of LG I [47] shows the markers that mapped close to the QTL region. (B) The fine map of the QTL [32] shows the QTL position in the segregating region between SSR marker Satt239 and AFLP marker ACG9b. (C) The physical map of the QTL region shows where the BACs were anchored to the SSR markers (Satt239, Satt700, Sat_174, Sat_219, and Satt496). BACs shown as bold lines were sequenced. BACs shown as thin lines were not sequenced; only BAC end sequences were generated. (D) Demarcation of the QTL region on chromosome 20 (Gm20) using additional SSR markers. The new SSR markers were named ssrpqtl_1 through ssrpqtl_42 (in bold) according to ascending position on chromosome 20 (see also Additional file 1: Table S1). The position of the LG I protein QTL region is demarcated between 24.54 Mb (Sat_174) and 32.92 Mb (ssrpqtl_38). (E) The QTL region highlighted on Chromosome 20. The dark oval represents the position of the centromere.

To obtain a physical map of the protein QTL region, BAC (bacterial artificial chromosome) libraries of soybean genomic DNA were scanned for alignment to known markers, and a BAC-based physical map was assembled to span markers Satt239 and Satt496 (Figure 1). This BAC-based map accounted for approximately 1.2 Mb of the QTL region. Newly derived SSR (simple sequence repeat) markers from the BAC sequence that were polymorphic between A81-356022 and PI468916 were screened to determine if they segregated in the P-C609-45-2 population. Because the introgressed QTL-containing segment was segregating in the P-C609-45-2 population, markers located in that region were expected to segregate in the population. Upon release of the soybean whole genome sequence, alignment of BAC sequences to the soybean whole genome assembly (version Glyma1, [46]) identified chromosome 20 as the best match to all the BACs in the LG I protein QTL physical map. The order of BAC sequence alignment to chromosome 20 was in agreement with the physical map (Figures 1C, D, and 1E).

Forty-eight SSR markers (Figure 1D), including 42 SSR markers (see Additional file 1) derived from the BAC sequences and from the whole genome sequence spanning the QTL region plus six previously genetically mapped SSR markers [47], were screened for segregation as described above. Thirty-four of the 42 SSR markers derived in this study segregated in the P-C609-45-2 population. The high and low protein phenotypes of the segregating progeny corresponded to the expected parental marker alleles originating from the high and low protein parents [32].

The protein QTL region was delineated to approximately 8.4 Mbp of genomic sequence between Sat_174 and ssrpqtl_38, the two closest non-segregating SSR markers flanking the left and right borders of the protein QTL region on chromosome 20 (Figure 1D). The coordinates of the borders stretch from 24.54 Mb to 32.92 Mb on chromosome 20.

### Phenotypic evaluation of seed protein and oil in NILs

A NIL pair derived from the P-C609-45-2 population was chosen for further study. One line (LoPro = LD0-15146) retained the *G. max *(A81-356022) background at the LG I protein QTL region, and the other (HiPro = LD0-15154) inherited the high protein allele in that region from *G. soja *(PI468916). The protein and oil phenotypes in the NIL pair were evaluated at four stages of seed fill (Figure 2A). These four stages during seed fill were defined by seed size and were harvested at the same time during the R5 stage of development from the same plants for direct comparison. Stage one corresponded to a seed size of 25 to 50 mg, stage two to greater than 50 to 100 mg seed, stage three to greater than 100 to 200 mg seed, and stage four to greater than 200 to 300 mg seed. At stage one, seed organs and tissues are formed but have yet to increase in cell size (data not shown). It is noteworthy that seed protein differences between LoPro (low protein line, homozygous for A81-356022) and HiPro (high protein line, homozygous for PI468916) genotypes were apparent at the earliest stage of evaluation (Figure 2B). Moreover, that difference remained consistent through the subsequent stages. Seed oil values, however, did not show as marked a contrast in the early stages (Figure 2C). The protein and oil phenotypes for the NILs at seed maturity were consistent with the previously reported values (Figures 2B, C; stage 5).

**Figure 2:**
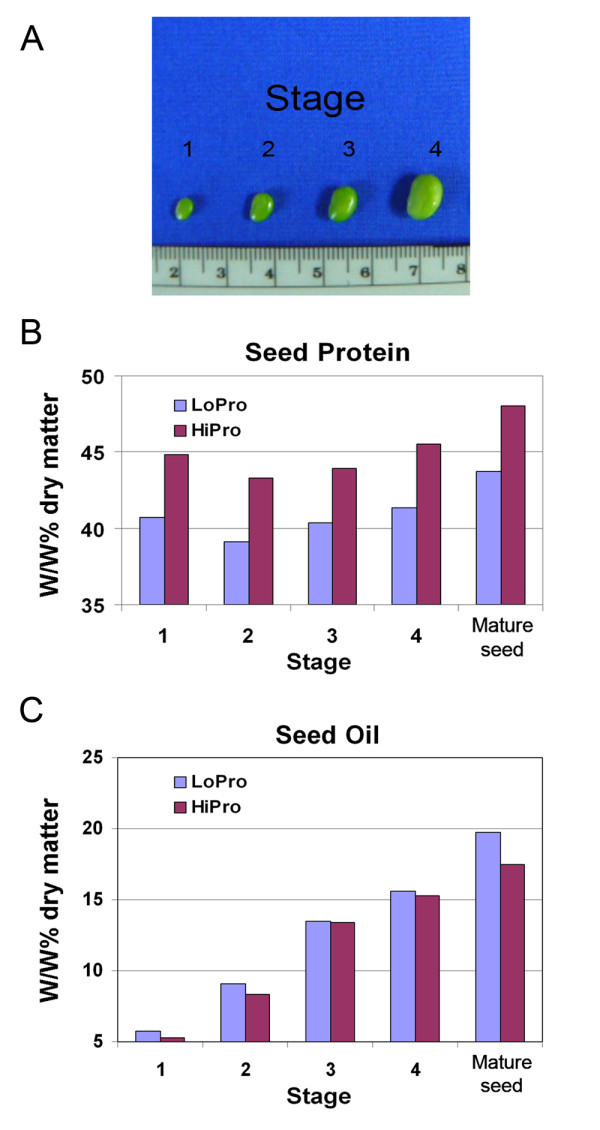
**Phenotypic evaluation of NILs**. (A) Different stages of the developing soybean seed are shown. Stages one to four correspond to the seed fill stages that were harvested for phenotypic evaluation and concurrently used for gene expression profiling in this study. Stage 1 = 25 to 50 mg seed. Stage 2 = >50 to 100 mg seed. Stage 3 = >100 to 200 mg seed. Stage 4 = >200 to 300 mg seed. Shown in the diagram are 25 mg, 50 mg, 100 mg, and 200 mg seed sizes. (B) Crude protein profiles graphed on a w/w% dry matter basis for the different stages of developing seed (stages one to four) and the final mature soybean seed. Protein profiles are graphed for both the low protein line (LoPro) and the high protein line (HiPro). (C) Crude oil profiles graphed on a w/w% dry matter basis for the different stages of developing seed (stages one to four) and the final mature soybean seed.

### Transcript accumulation changes during seed fill

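The arrays cover developing seed of LoPro and HiPro, a pair of near-isogenic soybean lines that differ in seed protein, at 4 stages of seed fill. Seed weighed 25 to 50 mg at stage 1, 50 to 100 mg at stage 2, 100 to 200 mg at stage 3 and 200 to 300 mg at stage 4. Each stage of each line has 3 replicates, and each replicate is a pool of seed from 3 plants that was sampled at all 4 stages, which gives 24 arrays from 6 pools. The deposited values are signals on a linear scale with a trimmed mean of 500.14 to 500.17 on every array, as MAS5 scaling gives. The log2 signal of 37694 soybean probesets was fitted with limma to the 8 group means, with the spread between replicates pooled over all groups. A probeset is said to increase, decrease or differ where its p, adjusted over all probesets, is under 0.05 and its change is at least 1.5-fold. The number of arrays, 3 per group, limits the precision. Probesets were sorted into groups of related function by the descriptions in the study's additional files, before the data were examined. Those files describe 1726 of the probesets, mostly ones that the study chose from these arrays, so how many members of a group change is not independent evidence that the group does. Of the study's shared decreases 431 of 439 could be read, but of its shared increases only 435 of 896. The balance of increases and decreases within a group can therefore lean toward decreases. A further 8 groups were taken from gene symbols alone after the files had been opened.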

To examine transcript accumulation changes during seed fill, transcript profiles were evaluated in seeds of each genotype (LoPro or HiPro) from the four stages above by Soy Genome Affymetrix^® ^GeneChip analyses. Out of 37,701 soybean probesets on the GeneChip, 64-69% were defined as 'present' in three out of three replicates by MAS5 analysis of the various seed stages in both genotypes. These detection figures are comparable to those found in seed microarray studies of other species [34,38]. Differences in the transcriptomes of the NIL pair may reflect or affect the high and low protein and oil phenotypes seen in the lines. Using Student's *t*-test to evaluate significance, Affymetrix^® ^GeneChip probesets with at least 1.5-fold change between stages were identified at an FDR (false discovery rate) of less than 5% [48]. Transcript accumulation changes across stages were evaluated with reference to the stage one profiles (stage two vs. stage one, stage three vs. stage one, stage four vs. one). In both genotypes, no probesets from the stage two versus stage one comparison qualified under the FDR < 0.05 criterion, so this comparison was excluded from further analysis. 

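In HiPro most probesets of seed storage and oil body proteins were already higher at stage 2 than at stage 1, while in LoPro few passed. Storage proteins hold the nitrogen reserve of the seed, and 9 of the 14 probesets described as storage proteins increased in HiPro (9 adjusted over the list alone) and 1 in LoPro (7 adjusted over the list alone). Of 6 probesets of oil body proteins, which coat the stored oil, 4 increased in HiPro (6 adjusted over the list alone) and 2 in LoPro (3 adjusted over the list alone); by the test of the paper's methods 0 of either group did in either line. Of 16 probesets of late embryogenesis and seed maturation proteins, 5 increased in HiPro (10 adjusted over the list alone) and none in LoPro by limma (none over the list alone, 3 at an unadjusted p under 0.05, 0 by the test of the paper's methods). The transcript of the beta chain of beta-conglycinin, CG-BETA-1, changed by 7.13 (standard error 1.25, adjusted p = 0.0072) on the log2 scale in HiPro and by 3.98 (standard error 1.25, adjusted p = 0.19) in LoPro, where it did not pass the test. At stage 2 its pools read 2720, 10711 and 685 in LoPro and 2208, 2266 and 1151 in HiPro, so HiPro was not clearly ahead. The LoPro pools were scattered at stage 1 (2416, 332 and 6.28), against which the LoPro step is measured. In LoPro 9 of the 14 storage and 5 of the 6 oil body probesets had an unadjusted p under 0.05 by limma. Over all probesets, 211 increased and 172 decreased in HiPro, and 115 increased and 48 decreased in LoPro, with 66 increases and 24 decreases in both. Of the LoPro changes, 118 of 163 had the same direction past the threshold at stage 4, and so had 324 of the 383 HiPro changes, though these comparisons share the stage 1 arrays. The difference between the lines in this step was not tested as an interaction. The counts rest on few arrays. Without one array, LoPro has 66 (stage 1 replicate 3), 7 (stage 2 replicate 1), 8 (stage 2 replicate 2) or 709 (stage 2 replicate 3), and without a whole pool 1 (replicate 1) or 44 (replicate 2). HiPro has 215 (stage 1 replicate 2), 127 (stage 1 replicate 3), 128 (stage 2 replicate 1) or 114 (stage 2 replicate 2) without one array, and 20, 19 or 51 without replicate 1, 2 or 3. With the plant pool as a block in the model, 448 probesets change in LoPro and 945 in HiPro, and the test of the paper's methods, on each comparison's own arrays, gives 1 and 14.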

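By stages 3 and 4 a large share of the seed transcriptome had changed in both lines. In LoPro 2825 probesets increased and 2761 decreased between stages 1 and 3, and 4263 increased and 3929 decreased between stages 1 and 4. In HiPro 2245 increased and 2985 decreased by stage 3, and 4023 increased and 5098 decreased by stage 4. The largest decrease in LoPro was that of a disease resistance-responsive family transcript (LOC100305909), with a log2 change of -9.22 (standard error 0.60, adjusted p = 1.1e-08) by limma, and in HiPro it changed by -8.03. Transcripts of O-methyltransferases, which add methyl groups to phenolics, also fell far, on one probeset by 7.67 on the log2 scale in LoPro and 7.48 in HiPro. The log2 changes between stages 1 and 4 correlate across probesets between the lines (r = 0.76), although probesets are not independent replicates. No probeset had a change by stage 4 that differed between the lines in a limma interaction test (1862 at an unadjusted p under 0.05, lowest adjusted p 0.24), and an interaction by analysis of variance of each probeset gave 0 as well. Without LoPro replicate 3 the interaction gave 9 probesets. By stage 3 the interaction also gave 0 (1369 unadjusted). Whether increases or decreases prevail in HiPro depends on the scaling: increases make up 44.1% of the changes by stage 4 as deposited and 58.1% after centring each array on its median, which moves the median change of all probesets from -0.01 to 0.12. The LoPro total by stage 3 is 5586, and 3174 without LoPro replicate 3; that of HiPro is 5230, and 2996 or 2473 without HiPro replicate 1 or 2.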

The number of probesets representing differentially accumulated transcripts with higher accumulation in stage three compared to stage one was greater in HiPro than in LoPro (716 vs. 616), and this difference was again apparent between stages four and one (2094 vs. 1294) (see Additional files 2 and 3).

Analysis of all probeset expression changes revealed that 18.2% of the genes that significantly increased in expression over time in either genotype were shared between LoPro and HiPro (see Additional file 4). 

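The increase over seed fill was largely shared by the lines. At stage 3 or 4, 4683 probesets had increased in LoPro and 4215 in HiPro, and 3008 of the 5890 in either, 51.1%, had done so in both, where 524 would overlap if the lines were independent. At stage 4 alone 2829 probesets increased in both, and none increased in LoPro and decreased in HiPro by limma, while 2 did the reverse. By the per-probeset test of the paper's methods, the shared part of the increases is 25.7%.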

Transcripts common to both genotypes that increase significantly in stage four seed as opposed to stage one seed include: beta-conglycinins and glycinins, sucrose binding proteins, heat shock chaperonins, late embryogenesis messages, seed maturation proteins, glutathione S-transferases and peroxidases, iron binding and flavonoid synthesis proteins, and numerous transporters. 

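The shared increases include most of the storage and maturation transcripts with a description. Of the 14 probesets of storage proteins, 13 increased between stages 1 and 4 in both lines, as did all 6 of oil body proteins, 15 of 16 of late embryogenesis and seed maturation proteins, which protect the drying seed, and all 4 of ferritin, the iron store (the same numbers adjusted over the list alone). Glycinin G3, GY3, changed by 5.14 (standard error 0.60, adjusted p = 2.2e-06) in LoPro and 6.40 (standard error 0.60, adjusted p = 1.4e-07) in HiPro on the log2 scale by limma. Basic 7S globulin (BG7S-2) rose by 5.14 in both lines, and glycinin GY5 by 1.26 in LoPro and 2.62 in HiPro. The 1 storage-list member that fell, a trypsin-alpha amylase inhibitor or lipid transfer protein, changed by -2.33 in LoPro and -2.22 in HiPro. The maturation protein PM1 changed by 3.02 in LoPro and 3.93 in HiPro and PM28 by 3.66 in LoPro and 4.69 in HiPro; the member of this group that did not change is a putative seed maturation protein-like transcript, LOC100779587 (-0.52 in LoPro and -0.57 in HiPro). An oleosin probeset of the oil body group rose by 2.65 in LoPro and 2.95 in HiPro. Of 13 probesets of heat shock proteins and chaperonins, 7 increased and 1 decreased in both lines (7 and 1 adjusted over the list alone in LoPro, 7 and 2 in HiPro). A DnaJ chaperone changed by 3.52 in LoPro and 3.57 in HiPro, and the decrease is a copper chaperone homolog (LOC547569) at -1.37 in LoPro and -1.21 in HiPro. Among 21 glutathione S-transferases and peroxidases, enzymes that handle reactive compounds, 5 increased and 10 decreased in both lines (9 and 10 adjusted over the list alone in LoPro, 7 and 10 in HiPro); after median centring 8 increase in both. The 5 are a pair of cytosolic ascorbate peroxidase probesets, a seed coat peroxidase (Ep), a further soybean peroxidase and glutathione S-transferase GST 11 (LOC548029), named here after their values were seen where no rule names them. Glutathione S-transferase GST 7 (LOC100306119) fell by 4.93 in LoPro and 5.62 in HiPro. The flavonoid pathway, source of seed pigments and isoflavones, split evenly, with 10 of its 20 probesets increased and 10 decreased in both lines (also adjusted over the list alone). Isoflavone synthase 2 (AFFX-Gm_P450_5_s_at, chosen after its value was seen) changed by 2.41 in LoPro and 2.32 in HiPro. By its name it is the 5′ end of a control. The 3′ minus 5′ log2 signal of that control changed by -0.89 in LoPro and -0.56 in HiPro, so the size of the rise depends on the end read. Under quantile normalization or median centring of the arrays, no group has a member that passed in one direction as deposited and in the other after it.

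**Figure D1:**
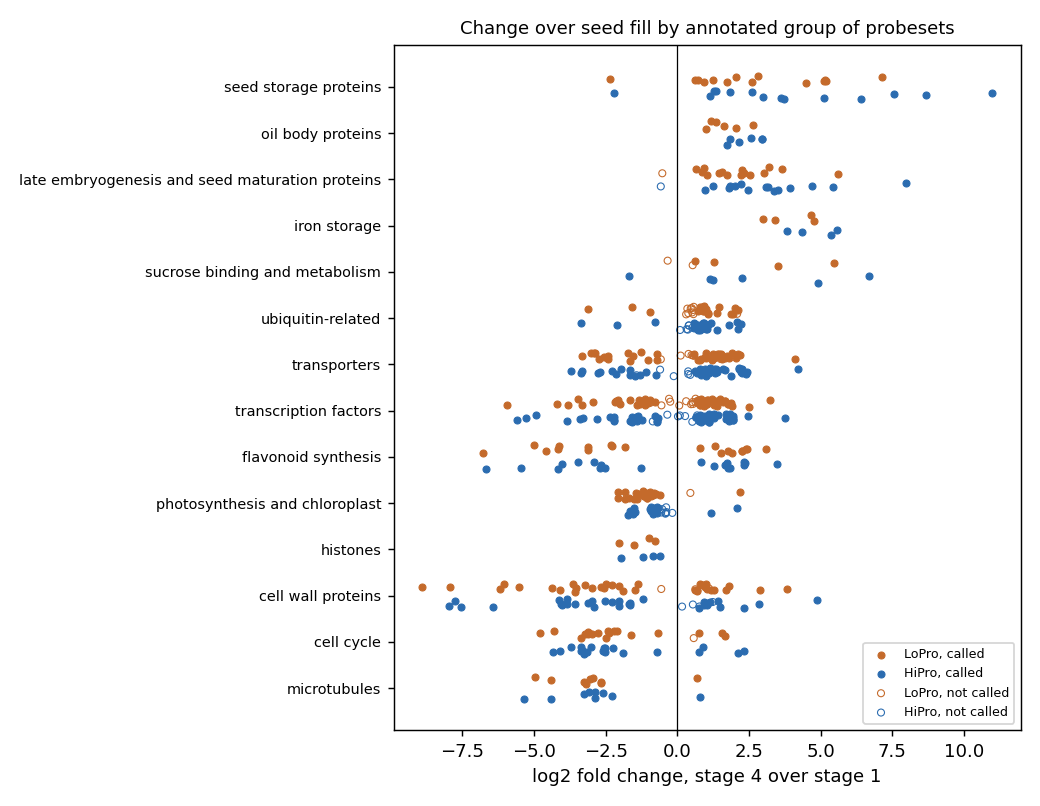
Log2 fold change of stage 4 over stage 1 for each member of 14 groups of probesets, in LoPro and HiPro; filled points passed the limma test and the 1.5-fold threshold, open points did not. The storage, oil body, maturation and iron groups lie to the right of 0 and the histones, cell cycle and microtubule groups mostly to the left.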

Interestingly, 25 transcripts with ubiquitin-related annotations were found to increase in accumulation over time in both genotypes while three were found to decrease in accumulation levels in both genotypes (see Additional files 4 and 5). It is noteworthy that some 53 transcription factor messages showed enhanced abundance at stage three or four versus stage one seed.

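Transcripts of the ubiquitin system, which tags proteins for breakdown, rose more often than they fell. Of 31 probesets described as ubiquitin-related, 18 increased and 3 decreased in both lines by stage 4, and 22 increased in HiPro (adjusted over the list alone, 19 increased in LoPro and 22 in HiPro, and 3 decreased in each). Ubiquitin-conjugating E2 enzymes rose by 2.14 in LoPro and 2.12 in HiPro on the log2 scale and by 1.95 and 1.80. The ubiquitin-like SMT3 homolog changed by 2.01 (standard error 0.23, adjusted p = 1.9e-06) in LoPro by limma, and a RING-H2 protein of the E3 type by 1.87 in LoPro and 2.10 in HiPro. The 3 that decreased were a cyclin-specific ubiquitin carrier protein (-3.13 in LoPro and -3.34 in HiPro), an E1 activating enzyme (-1.59 in LoPro and -2.09 in HiPro) and a RING protein (LOC100819907, -0.95 in LoPro and -0.76 in HiPro), the latter chosen after their values were seen where no rule names them.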

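Transcripts of transcription factors rose and fell over seed fill, with more rises than falls shared by the lines. Of 69 probesets described as transcription factors, 34 increased in each line by stage 4, 32 of them in both (35 in each line adjusted over the list alone), and 33 increased in both at stage 3 or 4. A NAI1-like factor, of the family that shapes ER bodies in Arabidopsis, changed by 3.25 (standard error 0.77, adjusted p = 0.0032) in LoPro and 3.77 in HiPro on the log2 scale by limma. MYB92 changed by 2.50 in LoPro and 2.47 in HiPro; both were chosen after their values were seen. The 1 probeset of a Dof factor, a plant zinc-finger class that binds promoters of storage protein genes, changed by 1.03 in LoPro and 0.96 in HiPro. Neither of the 2 heat shock transcription factors of the list changed in a line by limma.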

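Decreases over seed fill were shared at least as widely as increases. At stage 3 or 4, 4316 probesets had decreased in LoPro and 5370 in HiPro, and 3537 of the 6149 in either, 57.5%, had done so in both, where 615 would overlap if the lines were independent. At stage 4 alone 3279 probesets had decreased in both lines by limma. The test of the paper's methods gives 35.8%.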

Of the genes that decreased in expression over time, 30.2% of these genes were shared between LoPro and HiPro (see Additional file 5). Transcripts common to both genotypes that were reduced in abundance at stage four as opposed to stage one include genes involved in flavonoid metabolism, cell wall deposition, kinases (particularly those related to cell cycle), response to arachidonic acid, strictosidine synthesis, and disease resistance response. 

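Among the probesets whose descriptions could be read, cell wall transcripts fell more often than they rose in both lines, and the few histone transcripts fell. The deepest falls by stage 4 include anthocyanidin reductase ANR1, which makes the proanthocyanidin units of the seed coat, at -6.76 (standard error 0.48, adjusted p = 1.5e-08) in LoPro and -6.67 in HiPro on the log2 scale by limma. Dihydroflavonol reductase DFR2 and anthocyanidin synthase (ANS2), earlier steps of that branch, fell by 4.99 and 4.12 in LoPro and by 5.43 and 4.03 in HiPro. Of 37 probesets of cell wall proteins, 11 increased and 20 decreased in both lines (adjusted over the list alone, 15 and 20 in LoPro and 13 and 21 in HiPro). A proline-rich wall protein (LOC100786014) changed by -8.89 in LoPro and -7.53 in HiPro, and a xyloglucan endotransglucosylase, which loosens walls for growth (LOC100793686), by -7.92 in LoPro and -7.75 in HiPro. An extensin went the other way, by 3.84 in LoPro and 4.87 in HiPro. Peroxidases were among the decreases, with a haem peroxidase at -5.64 in LoPro and -4.75 in HiPro and a peroxidase precursor at -5.20 in LoPro and -4.96 in HiPro. All 4 probesets of histones, the packing proteins of newly made DNA, decreased in both lines (4 adjusted over the list alone; 3 after median centring), H2A by 2.02 in LoPro and 1.95 in HiPro.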

Twenty transcription factor annotations were common to both lines and displayed reduced abundance by stage three or four.

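About as many described transcription factor transcripts fell in LoPro as in HiPro, most of them in both. Of the 69 transcription factor probesets, 23 decreased in each line by stage 4 and 22 in both (adjusted over the list alone, 23 in LoPro and 24 in HiPro), and 23 decreased in both at stage 3 or 4. MYB106, a regulator of epidermal cells, changed by -5.92 (standard error 1.28, adjusted p = 0.0014) in LoPro and -4.91 (standard error 1.28, adjusted p = 0.0054) in HiPro on the log2 scale by limma. MYB73 changed by -3.82 in LoPro and -5.60 in HiPro, a homeodomain-related MYB11 by -4.20 in LoPro and -5.28 in HiPro and a zinc-finger homeodomain protein by -3.45 in LoPro and -3.83 in HiPro.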

During seed development, the synthesis of seed storage products is coordinated with carbohydrate and nitrogen metabolic processes involving many transporters [49]. Some 26 transport-related transcripts increased in abundance in both genotypes, including gene transcripts annotated as ammonium, sugar, metal, and ion transporters (see Additional file 4). 

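Among the transporter transcripts whose descriptions could be read, which are a part of those the study counted, increases and decreases both occurred. Of these 48 probesets, 25 increased in both lines by stage 4, out of 25 in LoPro and 28 in HiPro (26 and 28 adjusted over the list alone). A peptide transporter, which moves short peptides into cells, changed by 4.11 (standard error 0.43, adjusted p = 6.5e-07) in LoPro and 4.21 (standard error 0.43, adjusted p = 3.9e-07) in HiPro on the log2 scale by limma. Probesets described as a symbiotic ammonium transporter changed by 2.12 in LoPro and 2.25 in HiPro and by 1.53 in LoPro and 2.17 in HiPro. Sugar transporters changed by 1.28 in LoPro and 1.12 in HiPro and by 0.72 in LoPro and 0.84 in HiPro. The probesets described as ammonium and sugar transporters were singled out after their values were seen where no rule names them. What they transport rests on the descriptions alone.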

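Some transporter transcripts fell, among them a water channel and permeases. Of the 48 transporter probesets whose descriptions could be read, 15 decreased in LoPro and 14 in HiPro by stage 4, 13 of them in both (15 and 16 adjusted over the list alone). An aquaporin changed by -3.00 in LoPro and -3.69 in HiPro on the log2 scale, an amino acid and GABA permease by -2.89 in LoPro and -3.36 in HiPro and a permease of the xanthine, uracil and vitamin C family by -2.86 in LoPro and -3.33 in HiPro. An amino acid and polyamine transporter changed by -3.32 (standard error 0.64, adjusted p = 5.4e-04) in LoPro and by -1.42 (standard error 0.64, adjusted p = 0.10) in HiPro, where it did not pass, and the interaction in limma did not pass either (adjusted p = 1.00). An ABC transporter fell by 0.70 in LoPro and 1.10 in HiPro.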

Meanwhile, some 33 transport-related transcripts decreased in accumulation levels in both genotypes, and these included transcripts annotated as ammonium, sugar, and ABC transporters (see Additional file 5).

A high number of microtubule-related gene transcripts were also found to decrease in abundance, supporting a role for fundamental transport mechanisms [50,51] and the slowing of cell expansion [52] during these stages of seed development. Eleven microtubule-related transcripts, including those involved in activity and movement, were found to decrease in abundance versus four microtubule-related transcripts that increased in abundance in both genotypes (see Additional files 4 and 5). 

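The kinesin transcripts whose descriptions could be read fell as the seed filled. Of 9 probesets described as microtubule-related, all kinesins but a tubulin folding cofactor, 8 decreased and 1 increased in both lines by stage 4 (8 and 1 adjusted over the list alone). Kinesins carry cargo along microtubules and move chromosomes. The probeset with the deepest fall changed by -4.96 (standard error 0.74, adjusted p = 3.7e-05) in LoPro and -5.34 (standard error 0.74, adjusted p = 1.3e-05) in HiPro on the log2 scale by limma, and the next by -4.40 in LoPro and -4.39 in HiPro. A further 3 kinesin probesets fell by 3.25, 3.19 and 2.66 in LoPro. The 1 that increased, a tubulin folding cofactor E (chosen after its value was seen), changed by 0.68 in LoPro and 0.79 in HiPro. From the number of decreases among microtubule-related transcripts, the paper reasons that fundamental transport mechanisms have a role in these stages and that cell expansion slows.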

Cyclin-related transcripts were also found in both genotypes. It is interesting to note that of the transcripts directly associated with cell division cycle annotations, those that increased in abundance included transcripts for Cdc48 and five transcripts annotated as tyrosine kinase specific for activated (GTP-bound) p21cdc42Hs (see Additional file 4). Those that decreased in abundance included transcripts for Cdc20 and Cdc50 (see Additional file 5). 

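Most transcripts of cell cycle proteins whose descriptions could be read declined in both lines. Of 20 probesets described as cell cycle proteins, 16 decreased and 3 increased in both lines by stage 4 (3 and 16 adjusted over the list alone in LoPro, 4 and 16 in HiPro). The mitotic cyclin S13-6 changed by -4.80 (standard error 0.32, adjusted p = 1.4e-08) in LoPro and -4.32 (standard error 0.32, adjusted p = 1.4e-08) in HiPro on the log2 scale by limma. The plant-specific mitotic kinase CDKB changed by -4.28 in LoPro and -4.09 in HiPro (LOC547738), and CCS52, which switches on the anaphase-promoting complex, by -3.35 in LoPro and -3.71 in HiPro. Cyclins of the D3 and A2 types fell by 2.48 (LOC547740) and 2.19 in LoPro. The 3 increases were homologs of Cdc48, an ATPase that extracts ubiquitin-tagged proteins, on a pair of probesets (1.66 in LoPro and 2.13 in HiPro, and 1.57 in LoPro and 2.33 in HiPro), and a cyclin H homolog (0.76 in LoPro and 0.77 in HiPro), the latter chosen after its value was seen.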

At least one transcript related to Cdc2 was found to accumulate in both directions for both genotypes over time (see Additional files 4 and 5).

Sucrose is well known for its many roles during seed development [3,53-55]. Sixteen transcripts with sucrose-related annotations were found to increase in accumulation in both genotypes, and these annotations included sucrose-binding protein and sucrose degradation and transport-related genes (see Additional file 4). This number is in contrast to the five sucrose-related transcripts that were found to decrease in accumulation in both genotypes and that included sucrose degradation and sucrose response genes (see Additional file 5).

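The sucrose binding probesets rose in HiPro and most of them in LoPro, by amounts that depend on the probeset, while an invertase fell in HiPro. Of 6 probesets for sucrose binding and metabolism, 4 increased in both lines by stage 4 and 5 in HiPro (4 and 5 adjusted over the list alone). Sucrose-binding protein 2 (AFFX-Gm_SucBP_5_at), a relative of the 7S storage proteins, changed by 5.46 (standard error 0.51, adjusted p = 1.7e-07) in LoPro and 6.69 (standard error 0.51, adjusted p = 1.6e-08) in HiPro on the log2 scale by limma. A further sucrose-binding probeset (SBP2) changed by 3.52 in LoPro and 4.91 in HiPro, and the other sucrose-binding probesets by 1.27 in LoPro and 2.26 in HiPro (AFFX-Gm_SucBP_M_s_at), by 0.61 in LoPro and 1.23 in HiPro (AFFX-Gm_SucBP_3_s_at) and by 0.54 in LoPro and 1.14 in HiPro (LOC100787186), the last under 1.5-fold in LoPro. By their names the SucBP 5, M and 3 probesets are the 5′ end, middle and 3′ end of a single control. Their unequal changes are therefore not evidence of separate transcripts. The 3′ minus 5′ log2 signal of this control fell from 6.26 at stage 1 to 1.41 at stage 4 in LoPro and from 6.78 to 1.32 in HiPro. A neutral invertase, which splits sucrose for use in the cell, changed by -1.66 (standard error 0.54, adjusted p = 0.024) in HiPro and by -0.33 in LoPro (adjusted p = 0.70), and the interaction did not pass (adjusted p = 1.00 by limma).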

Variation in transcriptome abundance profiles revealed differences between the two genotypes that may relate to their phenotypes. Tables 1 and 2 show the 15 transcripts that were most enhanced in abundance from each genotype in stage four seed versus stage one seed. Overall, HiPro possessed 200 transcripts with greater than four-fold abundance in stage four versus stage one seed, compared to 40 transcripts in LoPro. In addition, the HiPro line showed more than five times greater maximum fold change differences between stage four and stage one. 

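The largest rise in HiPro was that of a storage protein transcript, and the largest in LoPro that of a small heat shock protein. Between stages 1 and 4, 598 probesets increased more than 4-fold in HiPro and 552 in LoPro, with 316 in both, while 1124 and 920 decreased by more than that. The largest fold rise was 2018 in HiPro, for CG-BETA-1, and 195 in LoPro, for an Hsp20 heat shock protein (LOC100500475), a ratio of 10.4. The HiPro signal of CG-BETA-1 at stage 1 is at or near the floor at the 10th percentile, 14.5, so the size of its fold is not well measured; with signals raised to the floor the folds are 1631 and 195 and the ratio 8.37. Of the 6108 probesets that changed the same way in both lines by stage 4, 3595 changed more in HiPro, 1590 of them among the 2829 increases. With the floor, 335 probesets pass 4-fold in LoPro, and without the dimmest 30% of probesets 241 do so in LoPro and 332 in HiPro. The test of the paper's methods gives 192 in LoPro. With rises and falls of over 4-fold counted together, that test gives 717 in LoPro and 1144 in HiPro.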

HiPro revealed a striking abundance of transcripts related to protein accumulation, iron sequestration, sucrose binding, and seed maturation (Table 1). 

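Storage, iron and maturation transcripts head the HiPro list, and the same transcripts rose in LoPro. All 15 probesets of Table 1 increased in both lines by limma, and 14 of them rose more in HiPro, by 5.14 to 10.98 on the log2 scale there. These were picked by the study for their rise in HiPro on these arrays, so that tally is not independent evidence of a difference between the lines, and 3 of the 15 had an unadjusted interaction p under 0.05 with none adjusted. The signal of CG-BETA-1 was 13.6 ± 5.19 at stage 1 and 25987 ± 2934 at stage 4 in HiPro, and 918 ± 1307 and 24424 ± 629 in LoPro (mean ± SD, n = 3 pools). Its log2 change was 10.98 (standard error 1.25, adjusted p = 1.4e-06) in HiPro and 7.15 (standard error 1.25, adjusted p = 2.0e-04) in LoPro by limma, with an interaction adjusted p = 1.00; with the floor the changes are 10.67 and 6.75. At stage 1 the LoPro pools read 2416, 332 and 6.28 and the HiPro pools 17.3, 15.9 and 7.67, so a pair of LoPro arrays read above the HiPro ones there. The 1909-fold ratio of mean signals over stage 1 in HiPro stands against 26.6-fold in LoPro. The maturation protein PM31, a small heat shock type protein of the dry seed, changed by 5.60 in LoPro and 7.99 in HiPro, ferritin-2 (SFERH-2) by 4.76 in LoPro and 5.57 in HiPro, and the late embryogenesis protein SLE2 by 3.20 in LoPro and 5.43 in HiPro.

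**Figure D2:**
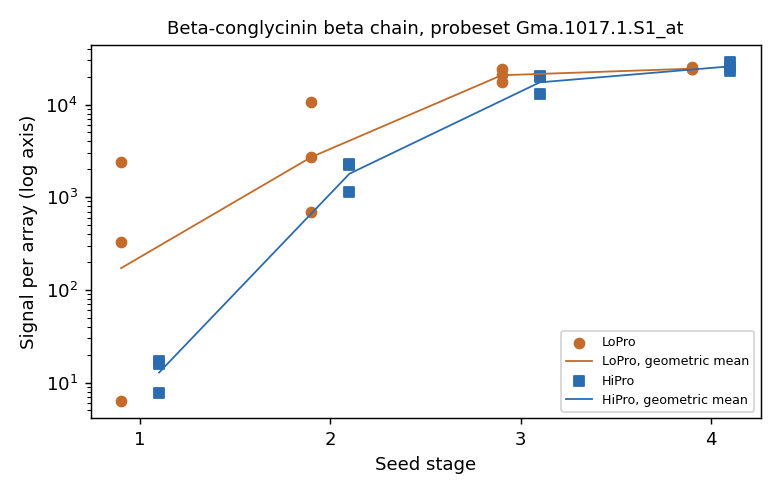
Signal of the beta-conglycinin beta chain probeset (CG-BETA-1) on each of the 24 arrays by seed stage, on a log axis, with the geometric mean of each line; each point is one pool. At stage 1 the LoPro pools spread from 6.28 to 2416 and the HiPro pools from 7.67 to 17.3, and at stages 3 and 4 the lines overlap.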

By comparison, the greatest abundance of transcripts in LoPro related to chaperonin heat shock protein, peptide transporter kinases, and glutathionine S-transferase (Table 2). 

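A small heat shock protein had the largest rise in LoPro, and the transcripts the study lists for LoPro rose in HiPro too. All 15 probesets of Table 2 increased in both lines by limma, 10 of them more in HiPro, with log2 changes of 2.53 to 7.61 in LoPro. The Hsp20 transcript (LOC100500475), a chaperone that keeps unfolding proteins soluble, changed by 7.61 (standard error 1.00, adjusted p = 8.6e-06) in LoPro and 6.35 (standard error 1.00, adjusted p = 5.4e-05) in HiPro. A cytochrome P450 changed by 5.73 in LoPro and 2.97 in HiPro, with an interaction adjusted p = 0.98 by limma. Glutathione S-transferase GST 11 (LOC548029) changed by 3.01 in LoPro and 3.31 in HiPro. By limma, the transcript of specific tissue protein 1, LOC100800239, rose by 3.87 in LoPro and 2.92 in HiPro (interaction adjusted p = 1.00). Since the study picked the 15 on these arrays, their rise in LoPro is not independent evidence.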

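Chloroplast transcripts whose descriptions could be read declined over seed fill in both lines. For most of them the fall was larger in LoPro, though none passed an interaction test over all probesets. The study's stage 4 list was read for 696 of 1293 entries in LoPro and 0 of 2094 in HiPro. Members that fell in LoPro are thereby favoured, so the contrast between the lines in this group is not independent evidence. Of 25 probesets for photosynthesis and the chloroplast, 23 decreased in LoPro and 16 in HiPro by stage 4, 16 of them in both (23 and 16 adjusted over the list alone). The change was less negative in HiPro for 24 of the 25, with a median interaction of 0.38 on the log2 scale, but 0 passed the limma interaction test over all probesets and 5 did adjusted over the list alone; 13 had an unadjusted p under 0.05. That shift is 0.26 after quantile normalization and 0.49 after median centring, which itself moves all probesets by 0.11. The oxygen-evolving enhancer protein 1 of photosystem II (LOC100792252) changed by -2.08 (standard error 0.24, adjusted p = 2.5e-06) in LoPro and -1.71 (standard error 0.24, adjusted p = 1.8e-05) in HiPro. By limma, a chlorophyll a/b binding protein (LOC547819), part of the light-harvesting antenna, changed by -2.07 in LoPro and -1.49 in HiPro (interaction adjusted p = 1.00). A photosystem I subunit changed by -1.80 in LoPro and -1.54 in HiPro. By limma, the 1 probeset that increased in both lines is a RuBisCO small chain (2.20 in LoPro and 2.10 in HiPro), and chlorophyllide a oxygenase (LOC100806298) increased in HiPro alone, by 1.18 against 0.46 (interaction adjusted p = 1.00); both were chosen after their values were seen where no rule names them. Averaged over the stages, 0 of the 25 differed between the lines by limma, also over the list alone, and 5 had an unadjusted p under 0.05, with 0 by the test of the paper's methods.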

Interestingly, transcripts related to chloroplast function were greatly reduced in LoPro in both abundance and unique representation in comparison to HiPro (see Additional files 6 and 7). Transcripts with accumulation changes were also assigned to gene ontology categories, and gene categories that were enriched under each condition within each genotype were identified (see Additional file 8).

**Table 1:** The 15 most highly upregulated Affymetrix^® ^probesets found in HiPro from stage one to stage four

Affy ID	*P *value	HiPro Stage 1	HiPro Stage 4	Ratio of Means Stage 4/Stage 1	Uniprot Description	E-value
Gma.1017.1.S1_at	1.57E-09	750	815093	1086.8	Cluster: Beta-conglycinin, beta chain precursor; *Glycine max*	0
Gma.1017.1.S1_s_at	4.06E-06	2032	952032	468.5	"	0
Gma.1017.2.S1_a_at	7.97E-06	5017	1160437	231.3	"	0
Gma.8531.1.S1_at	2.67E-05	3496	711843	203.6	Cluster: Seed maturation protein PM31; *Glycine max*	4 × 10^-87^
Gma.11119.2.S1_s_at	9.84E-05	1209	139593	115.4	Cluster: *G. max *mRNA from stress-induced gene; *Glycine max*	2 × 10^-79^
GmaAffx.48565.1.S1_at	8.72E-05	4270	421867	98.8	Cluster: Oxidoreductase, short chain dehydrogenase/reductase family, putative; *Medicago truncatula*	6 × 10^-56^
AFFX-Gm_SucBP_5_at	3.42E-07	3406	332671	97.7	Cluster: Sucrose-binding protein 2; *Glycine max*	0
Gma.10058.1.S1_at	5.23E-05	6724	510079	75.9	Cluster: Glycinin G3 precursor [Contains: Glycinin A subunit; Glycinin B subunit]; *Glycine max*	0
Gma.939.1.A1_at	1.31E-04	13550	833645	61.5	Cluster: Oxidoreductase, short chain dehydrogenase/reductase family, putative; *Medicago truncatula*	1 × 10^-65^
Gma.2505.1.S1_a_at	3.11E-05	2463	112324	45.6	Cluster: Ferritin-2, Chloroplast precursor; *Glycine max*	1 × 10^-142^
Gma.10.1.S1_at	5.93E-04	3516	141501	40.2	Cluster: Late embryogenesis-abundant protein; *Glycine max*	7 × 10^-54^
Gma.2505.1.S1_at	7.47E-05	5640	215422	38.2	Cluster: Ferritin-2, chloroplast precursor; *Glycine max*	1 × 10^-142^
GmaAffx.8078.1.S1_at	1.38E-04	7347	277493	37.8	Cluster: Expressed protein; *Oryza sativa *(japonica cultivar-group)	1 × 10^-19^
GmaAffx.24413.1.A1_at	1.01E-04	3559	117894	33.1	Rep: Pv42p - *Phaseolus vulgaris *(Kidney bean) (French bean)	1 × 10^-14^
Gma.8445.1.S1_at	5.03E-04	1066	34010	31.9	Cluster: Basic 7S globulin 2 precursor (Bg) (SBg7S) *Glycine max*	0

**Table 2:** The 15 most highly upregulated Affymetrix^® ^probesets found in LoPro from stage one to stage four

Affy ID	*P *value	LoPro Stage 1	LoPro Stage 4	Ratio of Means Stage 4/Stage 1	Uniprot Description	E-value
GmaAffx.35952.1.S1_at	6.07E-05	3847	573557	149.1	Cluster: Heat shock protein Hsp20; *Medicago truncatula*	2 × 10^-65^
Gma.4624.1.S1_s_at	2.83E-06	782	17143	21.9	Cluster: Specific tissue protein 1; *Cicer arietinum *(Chickpea)	1 × 10^-45^
GmaAffx.22552.1.S1_at	2.58E-04	2487	40880	16.4	Cluster: Putative peptide transporter; *Arabidopsis thaliana*	2 × 10^-55^
Gma.17917.1.S1_at	6.95E-05	707	7033	9.9	Cluster: Suspensor-specific protein; *Phaseolus coccineus*	5 × 10^-23^
Gma8516.1.S1_at	1.33E-05	3512	32139	9.2	Cluster: Glutathione S-transferase GST 11; *Glycine max*	1 × 10^-124^
soybean_rRNA_114_RC_at	4.66E-04	13887	121092	8.7		
GmaAffx.90956.1.S1_s_at	3.74E-05	22279	186953	8.4	Rep: At5 g54075 - *Arabidopsis thaliana*	5 × 10^-7^
GmaAffx.71277.1.S1_at	1.46E-04	2085	15568	7.5		
GmaAffx.39349.1.S1_at	2.26E-04	23625	166676	7.1	Cluster: Os12 g0514100 protein; *Oryza sativa *(japonica cultivar-group)	2 × 10^-17^
GmaAffx.34293.1.S1_at	3.92E-04	522	3482	6.7		
GmaAffx.87730.1.S1_at	9.35E-04	7132	45243	6.3	Cluster: Expressed protein; *Arabidopsis thaliana*	1 × 10^-12^
GmaAffx.75384.1.S1_at	2.26E-04	5443	33676	6.2		
Gma.8612.1.S1_at	7.46E-04	3282	19869	6.1	Cluster: predicted protein; *Magnaporthe grisea *70-15	4 × 10^-07^
Gma.12309.1.S1_at	6.90E-05	38247	228429	6.0	Cluster: Hypothetical protein F21F14.210; *Arabidopsis thaliana*	3 × 10^-99^
Gma.6617.1.S1_at	8.37E-05	2823	16373	5.8		

Transcripts for specific genes were also examined closely. The effect of Dof transcription factors on seed oil regulation have been previously documented [56], where GmDof4 and GmDof11 were found to contribute to high seed oil phenotypes in *Arabidopsis*. In our study, Dof22 and Dof24 genes were upregulated in the HiPro soy line, but no significant difference was seen in the transcript abundance for Dof4 and Dof11 in either genotype (data not shown).

### Differentially accumulated transcripts between NILs identified by microarray

Direct comparisons of transcript accumulation between the two genotypes showed few significant differences by Soy Genome Affymetrix^® ^GeneChip analyses. Differentially expressed transcripts between the two genotypes were detected using Student's *t*-test. At a false discovery rate of 5% or less [48], only 13 Affymetrix^® ^probesets displayed at least 1.5-fold change between the two genotypes LoPro and HiPro (Table 3). 

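By array signal the lines differed in few probesets, most of them lower in HiPro. Averaged over the stages, 37 probesets differed between HiPro and LoPro by limma, 11 higher and 26 lower in HiPro, with 3018 at an unadjusted p under 0.05. Of the 26, 10 lie in the QTL region or on chromosome 20 in Table 3, where sequence differences under the probes cannot be excluded. Of the 13 probesets of Table 3, 12 differed, 10 lower and 2 higher in HiPro; the entry numbered 8 in that table, without a description, did not (0.70 (standard error 0.17, adjusted p = 0.15)). The test of the paper's methods gives 13, 2 higher and 11 lower, of which 11 are in Table 3. Among the transcripts higher in HiPro is that of a vegetative storage protein, a type that holds nitrogen in leaves and pods. In the stem glycoprotein group 4 of 6 probesets were higher (5 adjusted over the list alone), 1 of them at 1.11 (standard error 0.17, adjusted p = 0.0050 by limma). All 4 carry the gene symbol VSPA, so they do not stand for 4 separate genes. Both suspensor transcripts were higher too, by 1.91 (standard error 0.26, adjusted p = 9.0e-04) and 1.10 (standard error 0.20, adjusted p = 0.02). By the test of the paper's methods 0 of the 6 and 0 of the 3 suspensor and endosperm probesets differed. Of the 6 that passed in these groups, 3 stay called without LoPro replicate 2, HiPro replicate 1 or HiPro replicate 2, 4 without HiPro replicate 3 and 5 without LoPro replicate 1. Lower in HiPro were a calcium and proton exchanger of the vacuole (-0.77), an aldehyde dehydrogenase (-1.18), a GDSL lipase (-0.74) and a xylosyltransferase (-0.74). Stage by stage, 6, 5, 13 and 23 probesets differed at stages 1 to 4 by limma, and 0 at each stage by the test of the paper's methods. Leaving out 1 array or pool gives 3 to 13 at stage 2, 7 to 41 at stage 3 and 16 to 27 at stage 4. The total is 24 or 175 without LoPro replicate 2 or 3, with 33 of the 37 among the 175, and 20 or 22 without HiPro replicate 2 or 3; at stage 1 it is 142 without LoPro replicate 3 and 91 without its stage 1 array alone, and 2 without LoPro stage 1 replicate 2, HiPro stage 1 replicate 3 or LoPro replicate 2. With the replicate number as a block the total over all stages is 65, all 37 among them, while a random pool effect gives 16 and means per pool give 10. Of these 16 only 4, and of the 10 only 3, are higher in HiPro. That is fewer than the 6 suspensor and stem glycoprotein probesets, so not all of the 6 pass in those fits. Of the 10 ways to exchange whole pools between the lines, 3 give a count as large as 37, the real one included, and the highest is 1126.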

Strikingly, six probesets were detected at greater than four-fold change between the two genotypes (Figure 3A). Examination of the six probesets above revealed that they likely represent three genes according to EST and GenBank data. These three genes are labeled as pqi1, pqi2, and pqi3 (Figure 3B). All six of the probesets with the greatest fold change were detected as transcripts with greater abundance in LoPro than in HiPro at all four stages (Figure 3A and 3B). 

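The 6 probesets that the paper singles out, for which it names 3 genes, read lower in HiPro at every stage. These are differences in array signal. The paper's probe-level test found affinity differences for all 3 genes, and its qRT-PCR found no difference for the gene of entry 2 of Table 3. Over 4-fold, 11 probesets differed between the lines, 10 of them lower in HiPro, and these 10 include the 6. Entry 1 of Table 3, described as a Mov34/MPN/PAD-1 family protein, a domain found in proteasome and translation initiation complexes, had a log2 ratio of HiPro to LoPro of -7.75 (standard error 0.46, adjusted p = 2.1e-09) over the stages by limma, and -5.97, -6.69, -9.49 and -8.84 at stages 1 to 4. Its HiPro signal, 1.72 on average, lies below the 10th percentile of 14.5, so the size of these ratios is not measured; with signals raised to that floor it is -3.93. It lies in Glyma20g18880 on chromosome 20 from 26510968 to 26513359. The pair of probesets of one abundant transcript, described only as a hypothetical protein (entry 2 of the table, LOC100306281), had -2.56 (standard error 0.12, adjusted p = 6.2e-11) on the lower line of the entry and -2.18 (standard error 0.11, adjusted p = 2.7e-10) on the upper. The signal on the lower line at stage 4 was 7160.1 ± 1482 in LoPro and 1184 ± 179.8 in HiPro (mean ± SD, n = 3 pools). The upper probeset of entry 3 had, by limma, -4.47 (standard error 0.33, adjusted p = 8.9e-08) with -3.26 at stage 1 and -6.82 at stage 4, a difference that did not pass as an interaction (adjusted p = 0.97). The lower probesets of entries 3 and 1, neither with a description of its own, had -3.61 and -3.90, with values of -3.41, -3.58, -4.30 and -4.30 at stages 1 to 4 for the latter; with the floor these 3 ratios are -3.89, -3.41 and -2.92.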

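A smaller set of transcripts was higher in HiPro. The largest such difference was that of entry 4 of Table 3, at 2.78 (standard error 0.36, adjusted p = 5.7e-04) on the log2 scale over the stages by limma and 3.81, 2.00, 2.98 and 2.32 at stages 1 to 4; its mean signal at stage 1 was 11.4 ± 14.6 in LoPro and 85.5 ± 10.8 in HiPro (SD, n = 3 pools). It has no description, and with signals raised to the 10th percentile the ratio is 2.08. Entry 7, a hypothetical protein, was higher by 0.69 (standard error 0.11, adjusted p = 0.0065). A pair of probesets of the vegetative storage protein VSPA, a nitrogen store and acid phosphatase relative, were higher by 1.13 and 1.14. Among the transcripts lower in HiPro, the putative phosphatase of entry 10 had -2.18 (standard error 0.22, adjusted p = 1.1e-05), with -0.75, -1.56, -2.31 and -4.12 at stages 1 to 4 and an interaction adjusted p = 0.24 by limma, and entry 5, without a description, had -3.12 (-1.79 and -1.58 with the floor).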

Probesets representing transcripts with greater abundance in HiPro than in LoPro also existed (Table 3, Figure 3A).

**Table 3:** Differentially accumulated transcripts between LoPro and HiPro identified by Affymetrix^® ^Soy GeneChip

#	Affymetrix^® ^ID	LoPro	HiPro	Ratio of Means LoPro/HiPro	*P *value	FDR	Ch	Start	Stop	**Uniprot Desc**.	E-value
1	Gma.7719.1.A1_at	7705	401	19.22	2.43 × 10^-15^	9.16 × 10^-11^	20	26511887	26511422	Mov34/MPN/PAD-1	1 × 10^-19^
	GmaAffx.74372.1.S1_at	2478	502	4.94	2.63 × 10^-12^	1.98 × 10^-08^	20	26512404	26511978	"	"
2	Gma.1680.1.S1_x_at	289926	63810	4.54	5.51 × 10^-15^	1.04 × 10^-10^	20	32331958	32332062	Hypothetical protein	6 × 10^-24^
	Gma.1680.1.S1_at	134237	30039	4.47	1.05 × 10^-14^	1.32 × 10^-10^	20	32331999	32332062	"	"
3	GmaAffx.49130.1.S1_at	10163	842	12.06	4.38 × 10^-13^	4.12 × 10^-09^	20	30182754	30182479	na	na
	GmaAffx.67113.1.S1_at	8643	1438	6.01	2.19 × 10^-10^	9.17 × 10^-07^	20	30182353	30181939	"	"
4	GmaAffx.65278.1.A1_at	2695	5039	0.53	5.95 × 10^-12^	3.74 × 10^-08^	20	31053180	31054158	na	na
5	Gma.926.1.A1_at	2047	1031	1.99	2.99 × 10^-11^	1.61 × 10^-07^	20	31812657	31812894	na	na
6	GmaAffx.55722.1.S1_at	12024	5126	2.35	1.01 × 10^-10^	4.74 × 10^-07^	20	26515177	26514175	Hypothetical protein	2 × 10^-27^
7	GmaAffx.69807.1.A1_at	8369	13209	0.63	8.08 × 10^-07^	2.42 × 10^-03^	17	1020953	1020579	Hypothetical protein	3 × 10^-23^
8	Gma.10034.1.A1_at	1563	2548	0.61	8.35 × 10^-07^	2.42 × 10^-03^	18	13340405	13340201	na	na
9	GmaAffx.42487.1.S1_at	9513	5786	1.64	1.51 × 10^-06^	3.79 × 10^-03^	18	12183748	12183617	na	na
10	GmaAffx.47978.1.S1_at	3007	1378	2.18	2.31 × 10^-05^	4.58 × 10^-02^	7	897321	897126	Putative phosphatase	3 × 10^-75^

Each Affymetrix^® ^probeset identifier (ID) is shown with corresponding normalized expression values for LoPro and HiPro and the ratio of mean LoPro divided by mean HiPro values. Criteria for the list: FDR < 0.05 and fold-change > 1.5. The Uniprot description for each Affymetrix^® ^ID is accompanied by the E-value for the alignment; na = not applicable, no significant alignment.

**Figure 3:**
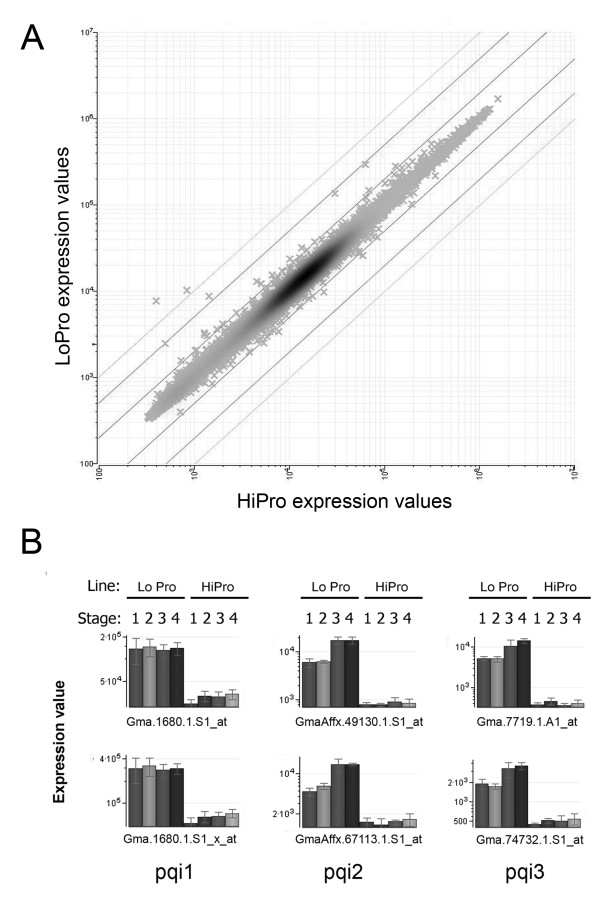
**Differentially accumulated transcripts between NILs detected by microarray**. (A) Log-log scatter plot of probeset expression values (x) from Student's *t*-test evaluation of combined stages from LoPro vs. HiPro highlighted six probesets with greater than four-fold change expression values. Diagonal lines represent two-fold, five-fold, and ten-fold change borders in either direction. (B) Expression values for the six probesets from (A) are graphed as a function of stage within each genotype. Standard error bars are shown for the three replicates. The six probesets correspond to a total of three genes (pqi1, pqi2, pqi3) represented by two Affymetrix^® ^probesets each. Probesets Gma.1680.1.S1_at and Gma.1680.1.S1_x_at represent pqi1, probesets GmaAffx.49130.1.S1_at and GmaAffx.67113.1.S1_at represent pqi2, and probesets Gma.7719.1.A1_at and Gma.74732.1.S1_at represent pqi3.

An N-way ANOVA test was also conducted to examine transcript accumulation differences simultaneously across multiple factors, genotype, and time (stage) within the genotype. 

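A test of any difference between the lines at any stage picks out partly the same transcripts as the mean over the stages. By a limma F test over the 4 stage differences, 27 probesets differed at an FDR of 0.05 (2035 at an unadjusted p under 0.05), 6 higher and 21 lower in HiPro on the mean, and 21 of them are among the 37 that differ over all stages. Of the 66 probesets of Additional file 9, which the study chose on these arrays, 17 passed the F test, 55 had an unadjusted p under 0.05 and 25 differed over all stages. An analysis of variance of each probeset with genotype and stage gives 39 for the genotype term (28 in Additional file 9) and 0 for the interaction, and 54 with both terms added without it (36 in that file). The count of 27 is 47 without LoPro stage 1 replicate 3, 17 without LoPro stage 4 replicate 2, 16 without HiPro stage 1 replicate 3 or HiPro stage 2 replicate 2, 13 or 84 without LoPro replicate 2 or 3, and 17 without HiPro replicate 1; it is 46 with the replicate number as a block, 14 with a random pool effect, 17 without the trend and 15 without the dim probesets.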

At FDR < 0.05 [48], a total of 66 Soy Affymetrix^® ^probesets were detected with differential changes in transcript accumulation using this method (see Additional file 9). 

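Transcription factors differed little between the lines. Of the probesets of transcription factors in Additional file 9, 1 heat shock factor had a log2 ratio of HiPro to LoPro of 0.32 (standard error 0.06, adjusted p = 0.029 by limma), under 1.5-fold, and the F test over the stages did not pass (adjusted p = 0.19). A bZIP factor, bZIP90 (BZIP90), had -0.37 (standard error 0.19, adjusted p = 0.64) and a heat shock factor, which switches on chaperone genes, 0.44 (standard error 0.12, adjusted p = 0.21). The pair of probesets described as AT-rich element binding factor 2 had 0.31 (standard error 0.06, adjusted p = 0.055 by limma) and 0.21 (standard error 0.10, adjusted p = 0.63). Of the 69 probesets of the transcription factor group 0 differed over all stages in limma and 1, lower in HiPro, did adjusted over the list alone, with 8 at an unadjusted p under 0.05 and 0 by the test of the paper's methods.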

Interestingly, five transcription factor-related transcripts, annotated as bZIP, ethylene-responsive, or heat shock, were detected with differential accumulation patterns (see Additional file 9). Again, the six probesets with the most highly differential accumulation values were represented (Table 3, Figure 3, see Additional file 9).

Because the Affymetrix^® ^GeneChip analysis was performed using transcripts from two different genotypes, the possibility of the presence of feature polymorphisms in the transcripts that could alter probe to transcript affinity was high. Therefore, single feature polymorphism (SFP) analysis [57] was performed using the Affymetrix^® ^GeneChip data and an algorithm based on the Li-Wong model [58] combined with a modified probe level statistical method [59]. SFP analysis of the three genes above showed large affinity differences to multiple probes on the Affymetrix^® ^GeneChip (Figure 4A). These three genes were potentially polymorphic in one or more regions between the two genotypes or completely absent in one genotype.

**Figure 4:**
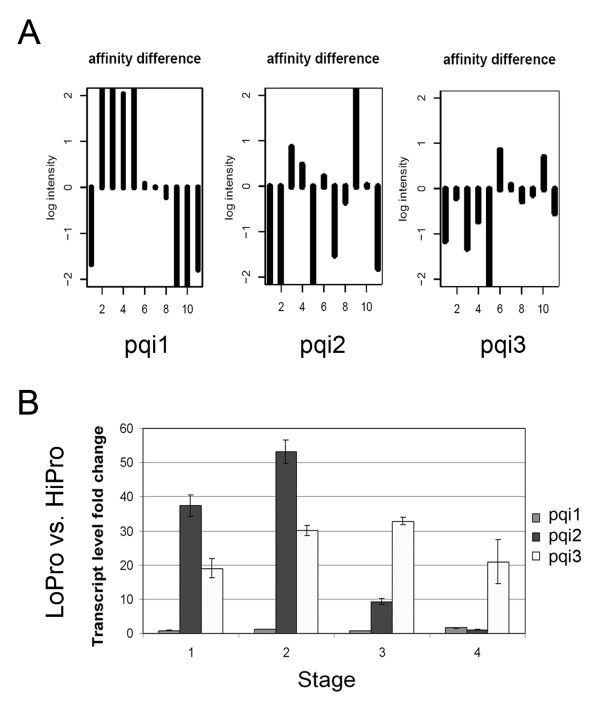
**Evaluation of differentially accumulated transcripts between NILs detected by microarray**. (A) Single feature polymorphism (SFP) evaluation of the probesets for the three genes selected from Figure 3. Plots show the log intensity of the affinity difference between LoPro and HiPro for each probe of the representative 11-member probeset for each gene. (B) Quantitative real-time reverse transcriptase-polymerase chain reaction (qRT-PCR) was performed in triplicate for each of the three genes. Transcript level fold changes were compared between LoPro and HiPro lines with reference to an actin control.

To further validate the microarray data, quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR) was performed. Specific primers were designed for the three genes and an actin control. Significant differences between LoPro and HiPro were observed for pqi2 and pqi3 (Figure 4B). However, no significant transcript level fold changes were observed for pqi1 (Figure 4B). Thus, only two of the three genes identified as upregulated in LoPro in prior analyses were determined to display differentially accumulating transcripts between the two genotypes by qRT-PCR.

### Genes with differentially accumulated transcripts between NILs map to the LG I protein QTL

The three most highly differentially accumulating transcripts identified by Affymetrix^® ^GeneChip were aligned to the soybean genome sequence (version Glyma1, [46]) and found to reside within the borders of the protein QTL region on chromosome 20 (LG I) (Figure 5A). Even though only two of the three were confirmed to accumulate differential levels of transcripts, allelic differences at the segregating QTL region are a potential source for polymorphisms between the two genotypes that could also result in a candidate gene. Three additional differentially accumulating transcripts identified by Affymetrix^® ^GeneChip also mapped to the QTL region, one within 2 kb of pqi2 (Table 3, compare coordinates of #6 and #1-pqi2). Thus, 6 of the 10 differentially accumulating transcripts identified by Affymetrix^® ^GeneChip (Table 3, #1 through #6) resided within the defined boundaries of the protein QTL region at LG I.

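A larger share of the probesets placed in genes of the protein QTL region differs between the lines than of the other probesets, on few probesets. Of 59 probesets that the study places in genes of the region on chromosome 20, 3 differed over all stages, 5.08%, against 34 of the 37635 others, 0.0903% (two-sided Fisher's exact test, p = 2.7e-05). Of these 34, 8 are probesets of entries 1 to 6 of Table 3, which the paper places within the borders of the region though its list of genes leaves them out, so the 37635 are not free of the region; 26 are left without them. All 3 were lower in HiPro. They are the Mov34 family transcript in Glyma20g18880, that of a [2Fe-2S]-binding protein, an electron carrier, in Glyma20g22070 from 31959886 to 31976577, and one without a description in Glyma20g21990 from 31811033 to 31812789. The latter pair had log2 ratios of -1.87 (adjusted p = 0.037 by limma) and -0.72 (adjusted p = 0.045) and were chosen after their values were seen where no rule names them. With signals raised to the 10th percentile the [2Fe-2S] transcript does not pass (-0.50, adjusted p = 0.36 by limma). A further region probeset, that of a putative HAM1 protein (LOC100808776) in Glyma20g19210, differed by less than 1.5-fold (-0.40, adjusted p = 8.1e-04). The F test passed for 2 of the 59 (Fisher's exact p = 8.2e-04). The share is 1.69%, 1 of 59, with a random pool effect (Fisher's exact p = 0.025) and on means per pool (Fisher's exact p = 0.016), and 2.38% without the dim probesets (Fisher's exact p = 0.036). It is also 1 of 59 in 15 of the 30 settings that leave out 1 array or pool: without LoPro stage 1 replicate 1 or 2, stage 2 replicate 2 or 3, stage 3 replicate 2 or stage 4 replicate 2 or 3, without HiPro stage 1 replicate 1 or 2, stage 3 replicate 1 or stage 4 replicate 1 or 3, and without LoPro replicate 2 or HiPro replicate 1 or 3, where Fisher's exact p is up to 0.067. The paper reasons that allelic differences at the segregating region may give polymorphisms between the lines, and from them a candidate gene, even though its qRT-PCR supported a difference for only some of its transcripts there.

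**Figure D3:**
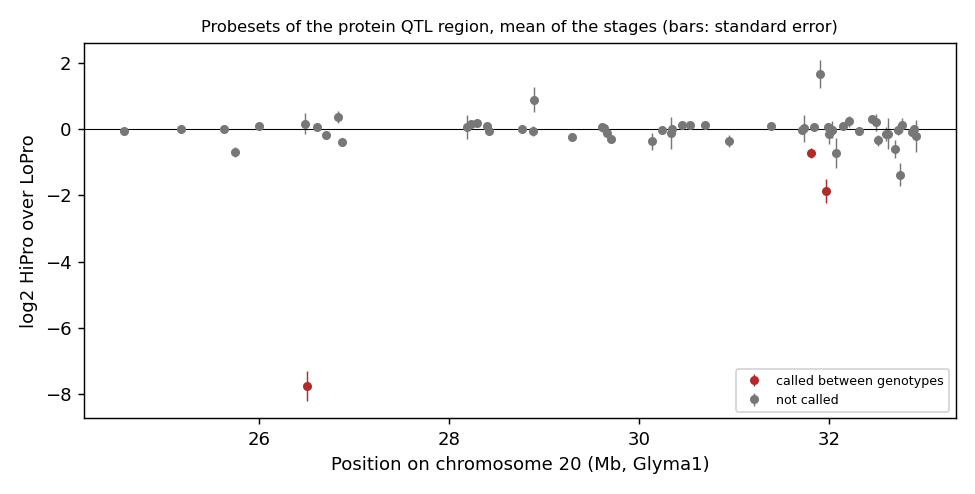
Log2 ratio of HiPro to LoPro, averaged over the 4 stages, of the 59 probesets placed in genes of the QTL region, against position on chromosome 20 in Mb; bars are standard errors. The 3 probesets that differ lie at -7.75, -1.87 and -0.72, and the others between -1.38 and 1.65.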

**Figure 5:**
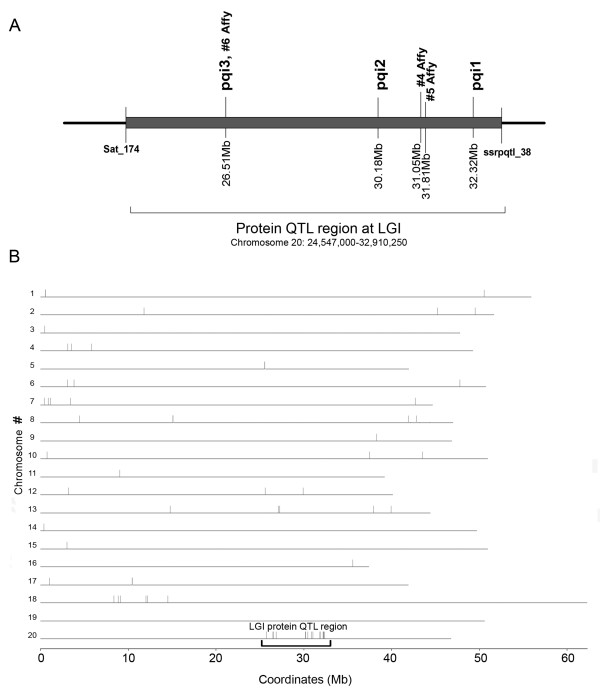
**Location of genes with differentially accumulating transcripts at the LG I protein QTL region in the soybean genome**. (A) Genes with differentially accumulated transcripts identified by Affymetrix^® ^Soy GeneChip at the LG I protein QTL region. (B) The locations of differentially accumulated transcripts found by N-way ANOVA mapped onto the 20 soybean chromosomes. A high-density cluster of transcripts was found at the LG I protein QTL region on chromosome 20.

Transcripts identified by N-way ANOVA (see Additional file 9) were aligned to the genome sequence to show the range and distribution along the soybean chromosomes (Figure 5B). The soybean genome sequence reveals a general bias toward gene-rich chromosome ends [46], a phenomenon that has been observed in other plant genomes [60]. However, a striking concentration of probes (16 out of 66) mapped to chromosome 20 at the protein QTL region (Figure 5B). 

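Of the 66 probesets of Additional file 9, 6 are among the 59 that the study places in annotated genes of the region, and 32 of the 66 were lower in HiPro. The 6 include the isopenicillin N epimerase-like transcript in Glyma20g22430, with a log2 ratio of HiPro to LoPro of 0.31 (adjusted p = 0.013 by limma), and an uncharacterized protein in Glyma20g18370, at -0.70 (adjusted p = 0.093). Only the probesets that the study lists beside its genes of the region were counted. Others were left out, including some that lie within such a gene by the paper's positions, so the 6 is not comparable with the paper's count.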

The presence of differentially accumulating transcripts in this region is consistent with the development of a near-isogenic line pair that displays variation in seed protein phenotype and segregation of markers within the protein QTL region. Recently, Wei et al. [42] also performed a transcriptome analysis using rice superhybrid *LYP9 *and mapped differentially expressed genes to yield-related QTLs in the rice genome.

### Differentially accumulated transcripts between NILs identified by high-throughput transcriptome sequencing

Because the Soy Genome Affymetrix^® ^GeneChip does not represent the complete set of soybean genes, high-throughput transcriptome sequencing (HTTS) was performed to confirm the microarray data and search for additional candidate genes. Using the same RNA samples prepared for microarray analysis as templates for high-throughput deep sequencing, more than 76 million reads were sequenced, each 36 or 46 nucleotides in length, using the Illumina^® ^Genome Analyzer. Sequences were generated from random priming sites within transcript cDNA from each of the four stages in LoPro and in HiPro, producing more than 7 million reads per stage. Of these reads, more than 20 million aligned uniquely to the genome sequence. The soybean genome sequencing consortium predicted 68,013 gene models and 5,977 additional transposon-like gene models [46]. From that initial set of gene models, the consortium identified 46,430 "high-confidence" genes. In the current seed NILs sequencing effort, 40,352 of the 46,430 (86%) of the high-confidence genes show evidence of expression. An additional 6,078 predicted genes not in the high-confidence set show evidence of expression from the seed NILs data.

Twelve differentially accumulated transcripts between LoPro and HiPro were identified within the LG I protein QTL region with at least a two-fold change in expression at a *P *< 0.001 using HTTS (Table 4). Putative genes were annotated and compared with plant EST and GenBank data sets (Table 4). To further validate the HTTS data, quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR) was performed. Specific primers were designed for four genes from Table 4 with no available corresponding microarray data. Examination of three genes, Glyma20 g19680, Glyma20 g21080, and Glyma20 g21540, by qRT-PCR confirmed higher transcript accumulation levels in LoPro versus HiPro (see Additional file 10), although the standard deviation among biological replicates in Glyma20 g19680 was high. Analysis by qRT-PCR also confirmed higher transcript accumulation levels of Glyma20 g22650 in HiPro versus LoPro.

**Table 4:** Differentially accumulated transcripts between LoPro and HiPro identified by Illumina^® ^high-throughput transcriptome sequencing

#	Comparison	Sequence ID	A	B	Ch	Start	End	Strand	BlastP Description	E-value
1	Overall	Glyma20 g18880	51	0	Gm20	26510968	26513359	-	Mov34-1	2 × 10^-21^
	Stage 3	Glyma20 g18880	15	0	Gm20	26510968	26513359	-	"	"
	Stage 4	Glyma20 g18880	18	0	Gm20	26510968	26513359	-	"	"
										
2	Stage 4	Glyma20 g19620	268	106	Gm20	27706435	27707431	+	no alignments with E-value < 10^-10^	na
										
3	Stage 4	Glyma20 g19630	259	95	Gm20	27706477	27706935	-	no alignments with E-value < 10^-10^	na
										
4	Overall	Glyma20 g19680	24	2	Gm20	27899125	27899596	-	Hsp22.5	5 × 10^-72^
	Stage 3	Glyma20 g19680	24	0	Gm20	27899125	27899596	-	"	"
										
5	Overall	Glyma20 g21030	61	12	Gm20	29984895	29986397	+	Putative ammonium transporter AMT1	0
	Stage 1	Glyma20 g21030	36	4	Gm20	29984895	29986397	+	"	"
										
6	Overall	Glyma20 g21040	40	8	Gm20	29984951	29986210	-	no alignments with E-value < 10^-10^	na
	Stage 1	Glyma20 g21040	27	4	Gm20	29984951	29986210	-	"	"
										
7	Overall	Glyma20 g21080	13	0	Gm20	30044891	30045091	+	ATP synthase D chain	4 × 10^-17^
										
8	Overall	Glyma20 g21140	76	0	Gm20	31078277	30182887	-	no alignments with E-value < 10^-10^	na
	Stage 1	Glyma20 g21140	13	0	Gm20	30178277	30182887	-	"	"
	Stage 3	Glyma20 g21140	38	0	Gm20	30178277	30182887	-	"	"
	Stage 4	Glyma20 g21140	15	0	Gm20	30178277	30182887	-	"	"
										
9	Overall	Glyma20 g21540	32	0	Gm20	30873568	30873806	+	Putative uncharacterized protein	2 × 10^-21^
	Stage 3	Glyma20 g21540	13	0	Gm20	30873568	30873806	+	"	"
										
10	Stage 3	Glyma20 g21780	121	36	Gm20	31386550	31389333	+	Ethylene receptor	0
										
11	Stage 3	Glyma20 g22170	142	46	Gm20	32098751	32103750	+	Glutamyl-tRNA synthetase	0
										
12	Stage 1	Glyma20 g22650	9	42	Gm20	32589230	32589715	+	no alignments with E-value < 10^-10^	na

The sequence identifier (ID) is shown for each numbered gene candidate with differentially accumulated transcripts between genotypes at the LG I protein QTL region. Transcript sequencing read counts for LoPro and HiPro are reported along with the sequence location for the closest predicted gene. The BlastP description is reported for each gene at E-value < 10^-10^. na = not applicable.

### Affymetrix^® ^GeneChip vs. Illumina^® ^high-throughput transcriptome sequencing analysis

Close comparison of the transcripts identified by HTTS (Table 4, #1 and #8) showed the presence of the two most highly differentially accumulated transcripts identified by Affymetrix^® ^GeneChip analysis (Table 3, #1-pqi2 and #3-pqi3). Examination of the coordinates of the most highly differentially accumulated transcripts revealed a distance of 3.7 Mb between pqi2 and pqi3 (Figure 5A). However, the positioning of the soybean target sequence from the Affymetrix^® ^GeneChip for these genes did not directly conform to the predicted gene models in the soybean genome (version Glyma1, [46]).

Interestingly, two pairs of transcripts identified from the Illumina^® ^deep sequencing analysis (Table 4, #2 and #3, #5 and #6) appeared in the same region with overlapping chromosome coordinates but on opposite strands. Transcripts with sequence homology to known proteins included an ethylene receptor and a glutamyl-tRNA synthetase that presented differentially accumulated transcripts at only one stage, as well as a putative ammonium transporter (Table 4). Examination of the available Affymetrix^® ^Soy GeneChip target equivalents that overlapped the region, however, did not provide support for the ethylene receptor and ammonium transporter transcript accumulation differences (Tables 4, see Additional file 11). 

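The ethylene receptor of the region, a sensor of that hormone, had a log2 ratio of HiPro to LoPro of 0.10 (standard error 0.09, adjusted p = 0.82) over the stages by limma and did not differ between the lines on this mean. The paper's sequencing found its difference at a single stage, which a mean over the stages does not test.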

In all, the union of Affymetrix^® ^Soy GeneChip and Illumina^® ^deep sequencing transcriptome data yielded 13 genes with differentially accumulating transcripts that mapped to the protein QTL region at LG I on chromosome 20 (Tables 3 and 4).

### Genome-wide gene expression coverage

From HTTS of the near-isogenic line pair, a large amount of data was obtained. Uniquely mapped read counts for each genotype at each stage are provided for comparison of transcript accumulation levels at each gene within the defined boundaries of the LG I protein QTL region (see Additional file 11). This list excludes genes annotated as transposon-related. Out of 351 genes on chromosome 20 at the LG I protein QTL region, 252 showed evidence of expression during the seed fill stages examined in this study. The 10 genes in the LG I protein QTL region with the most transcript read counts are listed here (Table 5). Additional file 11 lists all 351 genes in order of total read abundance.

**Table 5:** Ten genes at the LG I protein QTL region with high expression evidence.

Sequence ID	Strand	Start	Stop	A1	A2	A3	A4	B1	B2	B3	B4	Total reads	Top informative Uniprot match	E-value	Description
Glyma20 g19510.1	+	27301033	27301656	1301	575	810	535	1335	1012	404	296	6268	na		na
Glyma20 g21190.1	+	30239601	30241733	290	210	339	212	407	175	225	190	2048	Q94LL1	1 × 10^-112^	Putative 40S ribosomal protein
Glyma20 g22430.1	+	32447769	32449767	240	136	201	194	385	227	156	156	1695	Q6L417	1 × 10^-153^	Putative isopenicillin N epimerase
Glyma20 g22680.1	+	32606778	32610170	245	187	274	146	347	133	132	114	1578	Q38JU3	1 × 10^-100^	ADP ribosylation factor 002
Glyma20 g21230.1	-	30345305	30346033	305	118	234	48	509	185	111	52	1562	Q7G823	5 × 10^-39^	Histone H4
Glyma20 g22090.1	+	31989263	31993579	222	147	243	142	304	133	241	112	1544	Q307Y2	1 × 10^-159^	Putative uncharacterized protein
Glyma20 g21970.1	-	31790681	31793219	140	130	165	121	297	160	229	181	1423	Q9LSW5	5 × 10^-39^	Nicotiana lesion-inducing like
Glyma20 g22600.1	+	32546273	32550838	224	121	247	171	213	103	131	127	1337	Q53VM0	0	Ser/Thr protein kinase - *Lotus japonicus*
Glyma20 g17960.1	-	25068695	25074232	205	103	236	106	190	136	158	122	1256	Q9 M8Z5	0	Putative GTPase
Glyma20 g20010.1	+	28403441	28407180	254	103	148	109	266	124	130	92	1226	Q8VXK6	1 × 10^-47^	F6 protein

Listed in this table are the 10 genes with the most number of uniquely mapped reads contributing to transcript counts (total reads). A1 to A4 correspond to LoPro stages one to four, and B1 to B4 correspond to HiPro stages one to four. na = not applicable, no significant alignment

All HTTS transcript profiles from this study, for all predicted soybean genes, are available at http://soybase.org/gbrowse. Two GBrowse annotation tracks provide information on transcript read coverage and location (Figures 6 and 7). A "seed development coverage depth" track (Figures 6A and 7A) shows locations and counts of uniquely mapped HTTS reads, and a "seed development transcript count" track (Figures 6B and 7B) shows a colored histogram of relative read accumulation counts in each of the eight libraries in this study: A1 to A4 correspond to LoPro stages one to four, and B1 to B4 correspond to HiPro stages one to four. Histograms for each gene are centered under their corresponding gene model. An example of a screenshot depiction of transcript read accumulation coverage is shown for a gene at the LG I protein QTL region, Glyma20 g18980 (Acetyl-CoA C-acyltransferase) (Figure 6). Transcript coverage for Glyma20 g18980 is consistent with the predicted gene model.

**Figure 6:**
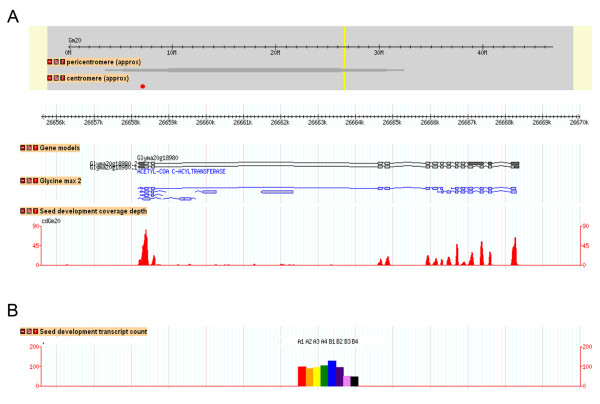
**Soybase Gbrowse HTTS seed development transcript coverage for Glyma20 g18980**. Two different GBrowse annotation tracks displayed at http://soybase.org/gbrowse provide information on coverage depth and location of mapped read counts in relation to the soybean genome sequence. (A) Depicted here is a ~14 kb region from chromosome 20 showing the Glyma20 g18980 gene model "acetyl-CoA c-acyltransferase". Regions with TIGR TA EST data are shown under the "Glycine max 2" track. The "seed development coverage depth" track shows locations and counts of uniquely mapped HTTS reads. The coverage depth track shows the extent of redundancy in coverage at any nucleotide location. (B) The "seed development transcript count" track shows a colored histogram of relative expression counts in each of the eight libraries in this study: A1 to A4 correspond to LoPro stages one to four, and B1 to B4 correspond to HiPro stages one to four. Histograms for each gene are centered under their corresponding gene model.

**Figure 7:**
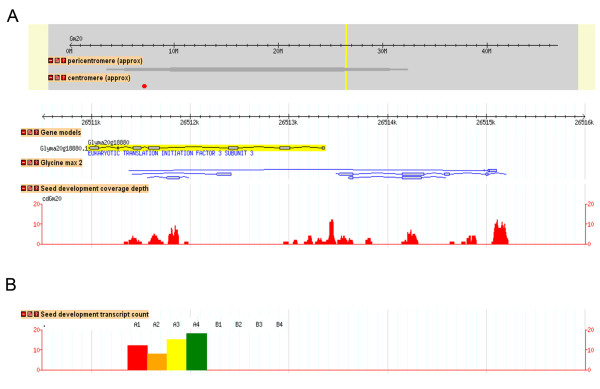
**Soybase Gbrowse HTTS seed development transcript coverage for Glyma20 g18880**. Two different GBrowse annotation tracks displayed at http://soybase.org/gbrowse provide information on coverage depth and location of mapped read counts in relation to the soybean genome sequence. (A) Depicted here is a ~5 kb region from chromosome 20 showing the Glyma20 g18880 gene model annotated here as "eukaryotic translation initiation factor 3 subunit 3". Regions with TIGR TA EST data are shown under the "Glycine max 2" track. The "seed development coverage depth" track shows locations and counts of uniquely mapped HTTS reads. The coverage depth track shows the extent of redundancy in coverage at any nucleotide location. (B) The "seed development transcript count" track shows a colored histogram of relative expression counts in each of the eight libraries in this study: A1 to A4 correspond to LoPro stages one to four, and B1 to B4 correspond to HiPro stages one to four. Histograms for each gene are centered under their corresponding gene model. This gene region (pqi2) shows expression for only four of the eight libraries (values for A1 to A4 only; red, orange, yellow, green).

Figure 7 shows the gene region for pqi2 where only four of the eight libraries show transcript counts (values for A1 to A4 only; red, orange, yellow, green), consistent with transcript accumulation in LoPro versus HiPro (Tables 3 and 4). The coverage depth track shows the extent of redundancy in coverage at any nucleotide location; for this gene, peak coverage is at approximately 12 reads in any single location. The coverage track shows transcript accumulation at four of the seven predicted exons in the Glyma1.01 gene model for Glyma20 g18880 but also at several other regions outside the predicted gene model. Thus, the HTTS data provide information about expression patterns as well as gene structure and can aid in the improvement of soy gene annotation in the soybean genome while providing genome-wide expression data on seed development.

## Discussion

### Seed protein and oil relationships

It has long been documented that seed protein and oil content are inversely correlated in the soybean seed [28-31,46,61]. Low oil alleles are consistently cotransmitted with high protein alleles in many instances [30,62], and attempts to separate these two traits through chromosomal recombination in the NILs used in this study have not been successful [32]. It has been hypothesized that this relationship may be due to either very tight linkage or pleiotropic effects [27]. Whether one phenotype directly or indirectly results in the other is unknown, and the timing of events regarding differential accumulation of contrasting protein and oil levels in the seed is uncertain. GmDof4 and GmDof11 transcription factors, however, have been reported to activate genes involved in lipid biosynthesis and simultaneously suppress the expression of storage protein genes [56].

Transcription factors have also been shown to influence seed traits in other studies. For example, the putative AP2/EREBP transcription factor WRINKLED1 was found to be involved in the regulation of seed oil accumulation in Arabidopsis [63,64], and a QTL encoding a NAC transcription factor was found to control grain protein and leaf senescence in wheat [15]. In addition, seed mass in Arabidopsis has been shown to be regulated by the APETALA2 (AP2) class of transcription factors [16]. Verdier et al. [65] evaluated the expression of transcription factors throughout seed development of *Medicago truncatula*. They found some 343 transcription factors were expressed equally throughout seed development while 169 had differential expression at one or more stages. Cluster analysis demonstrated six different clusters of transcription factor genes that corresponded to the developmental stages evaluated. Many of the 53 transcription factors that were found to be upregulated in this study during seed development of the soybean NILs were similar to those described by Verdier et al. [65].

Transcriptional suppression of some aspect of seed protein accumulation could be envisioned for the low protein/high oil NIL homozygous for the *G. max *allele of the LG I QTL. However, transcriptional suppression of seed oil accumulation in the NIL homozygous for the *G. soja *allele (assuming a repulsion-based pleiotropy of the two alleles of the candidate gene underlying this QTL) would be envisioned to occur in a time frame late in seed fill. This assumption is due to the observation that the rate of seed oil accumulation in HiPro did not differ from that of LoPro until the last stage of seed fill (Figure 2). Although HiPro matures slightly earlier and generally yields less seed than LoPro [27,32], these differences do not fully account for the striking differences in NIL seed protein content observed at the early stages of seed fill. Whether additional differences in the morphology or composition of the seed exist between the near-isogenic lines remains to be seen. Further detailed investigation is in progress to study the temporal and spatial distribution and partitioning of candidate gene expression that may govern the relationship between protein and oil accumulation in the developing soybean seed.

### Processes and pathways influencing seed content

Comprehensive evaluation of seed transcripts through microarray analyses have been reported for Arabidopsis [34], *Medicago truncatula *[4,38], barley [5,41], and wheat [40]. These studies, in common, report differential expression of hundreds of genes at one or more stages of seed development involved in processes related to carbon and nitrogen metabolism, protein processing, transport of nutrients, organ development (transcription factors), signal transduction, and phytohormone balance. The transcript accumulation patterns we observed during NILs seed fill by GeneChip^® ^microarray data were consistent with these studies.

Prior studies have demonstrated the transcription and accumulation of both mRNA and protein for beta-conglycinin and glycinin genes during the seed fill stage of seed development [66-68]. 

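Part of the storage and maturation proteins also rose in both lines on lists drawn from gene symbols, chosen after the files had been opened. Of 11 storage protein probesets by symbol, 7 increased in both lines between stages 1 and 4, 7 in LoPro and 8 in HiPro (7 and 8 adjusted over the list alone). Of 36 seed maturation protein probesets by symbol, 20 increased in both lines, 20 in LoPro and 30 in HiPro (24 and 31 adjusted over the list alone). In each list 1 member decreased in LoPro. After quantile normalization 5 of the 11 and 17 of the 36 increase in both lines. The rise was larger in HiPro for 32 of the 36, with a median interaction of 0.78 on the log2 scale, and 0 passed the limma interaction test (6 at an unadjusted p under 0.05). For storage proteins it was larger in HiPro for 10 of 11, with a median of 0.58 and 5 at an unadjusted p under 0.05. At stage 4 itself the lines differed by a median of 0.13 over the 11, and at stage 1 by -0.45.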

Transcripts for these seed storage proteins were identified during seed fill with particular abundance in the HiPro line (Tables 1 and 2, see Additional files 2, 3, 4, 5, 6, 7). Additional classes of genes with roles in seed development and maturation, flavonoid metabolism, and sucrose binding were also identified. Proteome analyses of the seed filling stages in soybean have provided support for the presence of gene transcripts found in this study with the detection of proteins associated with protein destination and storage, metabolism, and disease/defense [3]. Expression of different protein isoforms have been shown to display different accumulation trends, and the activities of many genes may have multiple roles during seed filling. This phenomenon may be reflected in the increase and decrease in accumulated transcripts of lipoxygenase-related genes in this study, consistent with proteomic data on various lipoxygenases in the developing soybean seed [3].

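Lipoxygenases, which oxidize polyunsaturated fatty acids, moved in opposite directions by isoform. Of 8 probesets so described, 2 increased and 6 decreased in both lines by stage 4 (the same adjusted over the list alone), and of 21 taken by gene symbol, a list chosen after the files had been opened, 4 increased and 13 decreased in both (4 and 14 in each line adjusted over the list alone); after quantile normalization 2 increase in both. The seed isoform LOX1.1 changed by 2.40 (standard error 0.40, adjusted p = 1.1e-04) in LoPro and 3.74 (standard error 0.40, adjusted p = 5.7e-07) in HiPro on the log2 scale by limma, and LOX3 by 1.24 in LoPro and 2.04 in HiPro. LOX2 changed by 0.60 in LoPro and 1.47 in HiPro. LOX7 changed by -3.25 in LoPro and -4.26 in HiPro and VLXB, of the vegetative type, by -2.40 in LoPro and -2.81 in HiPro. Of the 21, 0 differed between the lines over all stages by limma, 3 had an unadjusted p under 0.05 and 0 passed the test of the paper's methods. From accumulation trends that differ between isoforms, the paper proposes that genes with several roles in seed filling are reflected in the rises and falls of lipoxygenase transcripts.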

Carbon metabolism directed toward oil and protein deposition plays an important role in seed quality. Changes in seed protein or oil in many plant species have been linked to the activity of acetyl-CA carboxylase (ACCase) [69-71] and phosphoenolpyruvate carboxylase (PEPC) [72-75]. Recent proteomic and microarray studies have shown the presence of peptides and transcripts for both enzymes during seed development [6,38,76]. Overexpression of Arabidopsis acetyl-CoA carboxylase led to increased oil content of *Brassica napus *seeds [70] and potato tubers [77]. The acetyl-CoA carboxylase gene has also been associated with a major groat oil content QTL [78]. In addition, inhibition of plastid acetyl-coA carboxylase resulted in lower seed oil [79]. In soybean, a significant correlation was found between phosphoenolpyruvate carboxylase activity and seed protein and oil concentrations [75], although this correlation was found to be higher for seed protein. Furthermore, overexpression of phosphoenolypruvate carboxylase in *Vicia narbonensis *seed was shown to increase seed storage capacity and protein content [80]. Although we found no significant differences in transcript expression of ACCase and PEPC between NILs, we observed that transcripts corresponding to several forms of ACCase and PEPC were expressed at all stages of seed development in this study (data not shown). 

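Transcripts of acetyl-CoA carboxylase, the first step of fatty acid synthesis, and of phosphoenolpyruvate carboxylase, which feeds carbon to amino acids, declined modestly or held over seed fill. Of 6 acetyl-CoA carboxylase probesets by gene symbol, 3 decreased in both lines by stage 4 (3 adjusted over the list alone), and of 9 of phosphoenolpyruvate carboxylase 2 decreased in both (2 adjusted over the list alone); both lists were chosen after the files had been opened. After median centring 1 acetyl-CoA carboxylase probeset decreases in both. The carboxylase subunits ACCC-2 and ACCC-3 changed by -1.13 in LoPro and -1.17 in HiPro and by -0.76 in LoPro and -0.61 in HiPro, and PEPC16 by -0.88 in LoPro and -1.05 in HiPro and PEPC7 by -0.68 in LoPro and -1.22 in HiPro on the log2 scale. Between the lines 0 of the 15 probesets differed over all stages by limma, with a median log2 ratio of 0.08 for acetyl-CoA carboxylase and -0.03 for phosphoenolpyruvate carboxylase (1 at an unadjusted p under 0.05, 0 by the test of the paper's methods). Of 3 probesets of fatty acid and oil synthesis, 3 increased in LoPro and 2 in HiPro (the same adjusted over the list alone). The desaturase FAD3B changed by 0.93 in LoPro and 1.03 in HiPro, the acyl-ACP desaturase by 0.97 in LoPro and 0.80 in HiPro, and by limma diacylglycerol kinase (DGK12) by 0.73 in LoPro and 0.16 in HiPro (interaction adjusted p = 0.97).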

Interestingly, some forms of ACCase were expressed at higher levels in the seed than others. Such data may reflect the importance of enhanced isoforms of ACCase and PEPC in seed development compared to isoforms expressed elsewhere in the plant.

Impaired storage metabolism has been linked with decreased sucrose levels [2], and sucrose may affect carbon flux at the transcriptional or post-transcriptional levels [81]. Studies have shown the importance of photosynthesis in seed filling metabolism [82] and for the biosynthesis of seed storage products [83,84] consistent with the wide array of photosynthesis-related genes detected during seed fill in this study. Regulation of protein destination, storage, and proteolysis, as well as metabolic and photosynthetic pathways, may contribute to the contrasting seed phenotypes seen in the NIL pair.

Additional transcript accumulation changes have been documented during seed development. A heat shock protein and peptide transporter were among the annotations of the transcripts with the greatest fold change increases from stage one to stage four in LoPro (see Additional file 3). Both a peptide transporter and heat shock-related proteins were previously found to increase dramatically during seed development in a high oil soybean line [85]. Down-regulation of lipoxygenases and sucrose UDP-glycosyltransferase during seed development in a high oil soybean line of a previous study [85] is also consistent with the detection of down-regulated lipoxygenase and UDP-glycosyltransferase transcripts in LoPro (see Additional file 3). The transcription accumulation patterns of these genes may be a feature common to soybean lines with high oil phenotypes.

### Candidates for regulation of seed protein and oil

We identified 14 genes mapping to the protein QTL region at LG I that may play a role in the regulation of seed protein and oil. Thirteen of these 14 genes displayed differentially accumulating transcripts. Of these 13, 11 were found at high levels in the low protein line with low or no detectable levels in the high protein line. Based on sequence homology searches to protein databases, these candidates include a potential regulatory protein in the Mov34-1 family, a heat shock protein Hsp22.5, and an ATP synthase (Table 3).

Although the Mov34-1 candidate appeared to possess versatile domains for the potential regulation of multiple processes, transcripts isolated from this candidate region contained numerous stop codons, raising the possibility of non-coding genes. The same was true for a number of the other candidates and may account for the high percentage of genes with no significant E-value returns to the Uniprot protein database [86]. There is increasing evidence for the role of riboregulators, either as long non-protein coding RNAs or processed into small RNAs in plant development [87], and these molecules may play a role in seed protein and oil accumulation. Two pairs of genes among the candidates (Table 4) were found to possess overlapping transcripts; one possibility is that these overlapping transcripts form double-stranded RNAs that may be processed into small RNAs [88].

Evidence for the expression of heat shock proteins during the stress-independent development of the seed has previously been observed [89,90]. 

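Heat shock protein transcripts did not differ between the lines over the stages. Of 18 probesets of heat shock proteins by gene symbol, a list chosen after the files had been opened, 0 differed over all stages by limma (0 at an unadjusted p under 0.05, 0 by the test of the paper's methods), with a median log2 ratio of HiPro to LoPro of 0.13. Of the 13 described as heat shock proteins or chaperonins, 0 differed by either test, 3 had an unadjusted p under 0.05 and 5 lay on the HiPro side. At stage 3 alone 0 of these 13 differed by either test and 7 had an unadjusted p under 0.05 by limma. The paper's heat shock candidate, found by sequencing, had no corresponding microarray data and is not among them. Over seed fill 3 of the 18 decreased in LoPro and 2 in HiPro by stage 4 (3 and 1 adjusted over the list alone). Of 15 heat shock factors by symbol, 3 increased and 1 decreased in LoPro and 2 and 1 did in HiPro (the same adjusted over the list alone), and 0 differed between the lines by limma (1 at an unadjusted p under 0.05). The Hsp20 transcript had a log2 ratio of -0.18 (standard error 0.50, adjusted p = 0.96) over the stages.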

Interestingly, heat shock protein genes were found to be expressed at higher levels in the low protein line of a near-isogenic line pair in barley [5], a phenomenon also observed in the LoPro line of this study. Previous studies have detailed an indirect relationship among the accumulation of storage proteins, lipid biosynthesis, and photosynthesis in the seed, correlating to the availability and distribution of ATP [83,84,91,92]. Further investigation into the modulation of ATP synthase levels on energy status and storage product accumulation in the soybean seed will shed light on the potential role for ATP synthase as a candidate gene. Currently, the occurrence of additional candidate genes from even earlier stages of seed development is being evaluated through differential analysis of transcriptome profiles of the near-isogenic line pair.

### Potential modes of regulation for seed protein and oil

The LoPro line was converted into the HiPro line upon inheritance of a *G. soja *allele at the LG I protein QTL region. However, the LoPro line is also the high oil line, and a number of scenarios may explain how gene expression differences relate to variation in protein and oil phenotypes in the seed.

Protein content may be positively regulated by the expression of a gene that increases protein production in HiPro. Alternatively, protein content may be negatively regulated by expression of a gene in LoPro that inhibits or reduces protein accumulation and thus allows for increased oil accumulation. Significant protein differences would then be observed at an earlier stage than oil differences, as in Figure 2. Inhibition of protein accumulation could take place at many levels, including transcriptional and post-transcriptional control and regulation of protein synthesis, transport, and turnover. The presence of candidate genes with non-coding segments raises the possibility of regulation at the transcriptional level that may affect the transcription of genes outside the list of candidates shown in this study.

Differences in transcriptome profiles may correlate directly or indirectly with the differences in protein and oil accumulation between the NILs. Previous studies have shown that seed storage proteins are largely controlled by transcriptional regulation during the seed fill stage (reviewed in [39]). Extensive analysis of cis-regulatory elements of seed storage proteins has demonstrated interaction of these elements with bZIP and MYB factors [39,93-96]. Transcription of a candidate gene in LoPro may result in negative regulation of transcriptional regulators or key factors involved in high protein accumulation. The presence of sequence polymorphisms in gene sequences or promoter regions within the segregating region of the protein QTL may account for the low or absent levels of differentially accumulating gene transcripts in HiPro versus LoPro (Table 4).

In an alternative scenario, oil content may be regulated. Gene expression or transcript accumulation leading to a higher oil phenotype may act in concert with other factors to directly or indirectly lead to reduced protein accumulation. Genes regulated by transcription factors could initiate this effect. In support of this model, batch analysis of the promoter regions of the genes with the greatest differentially accumulated transcripts between the NILs revealed a number of transcription factor binding sites and seed-specific motifs (data not shown). A regulatory factor expressed in the high oil LoPro line may activate higher oil synthesis or accumulation pathways. This is consistent with the greater abundance of candidate gene transcript accumulation seen in LoPro (Table 4). Inheritance of a *G. soja *allele that does not allow for expression or accumulation of the high oil gene could account for the low oil and high protein phenotype in HiPro.

### Utility of the HTTS dataset for understanding the soybean genome

Although we focused on the transcripts derived from the LG I region of the genome in this study, the high-throughput transcriptome sequencing data set we obtained compiles greater than 76 million reads and 2.76 × 10^9 ^nucleotides of transcript data and is an excellent resource for increasing our understanding of the soybean genome. The use of HTTS in conjunction with microarrays allowed us to detect a more comprehensive set of soybean gene transcripts. Our observation that 86% of gene transcripts in soybean were present during seed development greatly extends previous microarray-dependent seed development studies.

Recent reports demonstrate the value of high-throughput transcriptome sequencing in eukaryotes for identification of novel transcripts and transcript isoforms, untranslated regions, and gene structures, leading to improved genome annotation [97-100]. For the soybean genome, current gene models using the 8× genome sequence assembly (version Glyma1, [46]) were predicted based on protein coding sequences. By comparison, our transcriptome dataset encompasses both protein coding and non-protein coding sequences and will be useful for identification of transcripts outside of gene models. Analyses of our dataset also show evidence for the existence of novel transcript isoforms, including alternative splicing, between genotypes and among seed stages (data not shown). Moreover, beyond the detection of feature polymorphisms reported here, a comparative analysis of common transcripts between soybean lines will provide a multitude of single nucleotide polymorphisms useful in following agronomic traits in breeding populations. Currently we are analyzing high-throughput sequencing of transcripts from many soybean tissues. That data, along with the seed transcriptome data, will compile an atlas of gene expression for soybean.

## Conclusions

This study provided the rare opportunity to intersect structural mapping and molecular profiling studies. Here, we compared the transcript abundance profiles of the developing seed from a soybean NIL pair with contrasting seed protein and identified gene candidates at the LG I protein QTL for potential involvement in the regulation of protein content in the soybean seed. The entire transcriptome sequencing dataset generated from this study is also provided as a valuable resource.

Control of protein and oil accumulation in the seed occurs at many different levels and is likely influenced by more than one gene. Of the candidates genes identified in this study, any combination could be responsible for the observed change in protein and oil and phenotypes conditioned by the alleles of the LG I QTL. Other protein/oil QTLs have been identified in QTL mapping studies, but the LG I QTL is of great interest because its additive effect on seed protein and oil is the largest of any QTL identified to date. The models presented here are compatible with the role of additional genes and pathways as well as mixed models for control of seed protein and oil. Resources that include the availability of additional recombinants and the use of markers derived from this study will allow for further demarcation of the QTL region. Further studies are being conducted on additional mapping populations to dissect the relationship between protein and oil levels, and functional studies are under way to identify and validate the role(s) of candidate genes in the accumulation of protein and oil in the seed.

## Methods

### Physical mapping of the QTL region

The QTL flanking SSRs from a previous genetic study [27], Satt239 and Satt496, as well as three other SSR markers (Sat_174, Sat_219, and Satt700) in the vicinity of the putative QTL region were used to PCR (polymerase chain reaction) screen multi-dimensional pools of the soybean [*Glycine max *(L.) Merrill] 'Williams 82' and 'Fairbault' BAC libraries. BAC clones were end-sequenced using M13 forward and reverse primers at the Iowa State University DNA sequencing and synthesis facility. The BAC libraries were then rescreened by PCR using primers designed from BAC end-sequences, and the BAC contigs were extended by chromosome walking. BACs were fingerprinted using restriction enzymes EcoRI and AccI, and BAC overlap was confirmed by FPC (FingerPrinted Contig) 4.6.4 [101]. BAC overlap was also verified by PCR using primers from BAC end-sequences. A minimal tiling path of BACs were identified and subsequently sequenced.

### BAC sequencing and assembly

BAC DNA was isolated by plasmid midi-prep (Qiagen, Valencia, CA). Random sheared BAC DNA was size selected for 2 to 3 kb and subcloned onto vector pCR^® ^4Blunt-TOPO^® ^using the TOPO^® ^shotgun subcloning kit (Invitrogen). The recombinant plasmids were transformed into competent TOP10 *E. coli *cells by electroporation. Transformants were isolated on LB plates containing kanamycin. Subclones were sequenced using M13 forward and reverse primers at the Iowa State University DNA sequencing and synthesis facility. Vector trimming, removal of poor quality reads, and sequence assembly were carried out using the program SeqManII (DNASTAR, Inc.) using default parameters with a minimum match percentage of 95% for sequence assembly. Contigs were ordered based on the positions of the reverse and forward reads of the same subclones. Sequence gaps were filled either by complete sequencing of the subclones that spanned the gaps or by PCR amplification across the gap using BAC DNA followed by complete sequencing of the PCR products.

### Demarcation of the QTL region

The BAC sequences were aligned to the sequence scaffolds (version Glyma0 and Glyma1, [46]) of the genome sequence http://www.soybase.org by BLASTN [102]. All the BAC sequences showed the best match to chromosome 20. Additional SSRs were identified from within the putative QTL region and tested for polymorphism between lines A81-356022 and PI468916. All the polymorphic SSRs were initially amplified from 'Williams 82' (the reference genotype for which the genome sequence is available) to verify that the primers were amplifying products of expected sizes and therefore were targeted to the QTL region. Further, the polymorphic markers from within the QTL region were screened for segregation in the population P-C609-45-2 described below that segregates for only the 3 cM region surrounding the QTL [32]. This SSR analysis identified the recombination break points for a more precise positioning of the QTL region.

### Development of NILs

NILs were developed by introgression of the high protein QTL allele on LG I from *G. soja *PI468916 into *G. max *A81-356022 for BC_5_F_5 _populations [25,32]. The NIL population P-C602-15-6 contained 53 lines. A single BC_5_F_5 _plant from P-C609-45-2 that was heterozygous for the Satt496 marker in the LG I protein QTL region was designated as P-C609-45-2-2 and produced 39 BC_5_F_6 _lines [32]. A NIL pair (LD04-15154 = HiPro and LD04-15146 = LoPro) derived from P-C609-45-2-2 was chosen from among the BC_5_F_6_lines for segregation at the LG I protein QTL region for marker Satt496 and for corresponding high and low seed protein phenotypes from field trials. Additional markers for segregating and non-segregating regions were confirmed for the NIL pair and verified in the parental lines as described above.

### Plant growth and experimental design

In order to minimize uncontrolled environmental conditions, the NIL pair consisting of LoPro and HiPro was grown in growth chambers at the University of Minnesota. Soybeans were initially grown in the growth chamber at a photoperiod of 14/10 and thermocycle of 22°C/10°C. Day length and temperature were monitored to mimic Illinois field growing conditions. Contrasting NILs were planted in staggered pairs, and three biological replicates were conducted following a complete random design. Each replicate was harvested at the same time of day and consisted of seed samples at four developmental stages pooled from three plants. Samples were harvested from the NILs in parallel and flash frozen in liquid nitrogen before storage at -80°C. Stage one corresponded to 25 to 50 mg, stage two to greater than 50 to 100 mg, stage three to greater than 100 to 200 mg, and stage four to greater than 200 to 300 mg seed.

### Seed protein and oil analysis

The NILs were grown to maturity, and seed from both genotypes was harvested at each of the four stages. Seed was also harvested from the final mature seed stage, and replicate samples were pooled by stage and genotype and analyzed for protein and oil at the Agricultural Experiment Station chemical laboratories at the University of Missouri-Columbia (UMC). Soybean seed was weighed before and after freeze-drying and then submitted to UMC for laboratory analysis. A combustion protocol using AOAC Official Method 990.03 [103] was used to analyze protein concentration in the soybean seed samples. Oil levels were determined by ether extraction following AOAC Official Method 902.39A [103].

### RNA isolation

Seed was ground with liquid nitrogen by mortar and pestle. Total RNA was isolated by a modified TRIzol^® ^(Invitrogen) protocol [104] and then digested with on-column RNase-free DNase (Qiagen) and purified by RNeasy column (Qiagen). RNA quality was evaluated by gel electrophoresis, spectrophotometer, and Agilent 2100 bioanalyzer.

### Microarray preparation and processing

Processing and labeling of RNA samples was performed by Qiagen^® ^Target Prep Robot at the Biomedical Image Processing Facility at the University of Minnesota. Synthesis of cDNA was performed using the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen) on 5 μg of total RNA from each sample, and biotinylated cRNA was produced using the Enzo BioArray HighYield RNA transcript labeling kit (Enzo Life Sciences, Farmingdale, NY, U.S.A.) in the presence of biotinylated UTP and CTP. Samples were purified by RNeasy kit (Qiagen), quantified by Biotek^® ^Synergy HT plate reader, and chemically fragmented using the Affymetrix^® ^GeneChip sample cleanup module. Samples were then hybridized to the Soy Genome Affymetrix^® ^GeneChip using an Affymetrix^® ^Hybridization Oven 640, and arrays were washed on an Affymetrix^® ^Fluidics Station 450 using Affymetrix^® ^fluidics protocol EukGE-WS2v4_450. Details of this protocol can be found in the Affymetrix^® ^Genechip Expression Analysis Technical Manual, Section 2, Chapter 3 http://www.affymetrix.com/support/downloads/manuals/expression_analysis_technical_manual.pdf.

### Microarray data processing and analysis

The Soy Genome Affymetrix^® ^GeneChip http://www.Affymetrix.com containing greater than 37,500 probesets and representing 35,611 soybean transcripts [105], was used to assess gene expression. Microarray data were analyzed using Expressionist Pro software from Genedata Inc. Raw data in the form of .CEL files from the Affymetrix^® ^GeneChip were uploaded to the platform, and the robust microarray analysis (RMA) algorithm [106] was used to condense and normalize all soybean probeset data with a median of ten thousand. Correlation coefficients for the three biological replicates assessed per sample genotype and time point (stage) ranged from 0.9809 to 0.9982 after normalization. The detection quality was set to a value of one to ensure that all probe sets were considered. MAS5.0 [107] data condensation and normalization were also performed for comparison purposes. An FDR value was computed for each *P *value [48]. Differentially accumulated gene transcript lists were produced at false discovery rates estimated at 5% or less. Microarray data sets were deposited under experiment GM11 in the Plant Expression database (PLEXdb) [108].

### SFP identification

Single Feature Polymorphisms (SFPs) were identified using a method [57] based on the Li-Wong model [58]. This method compares the relative probe intensities of each of the 11 probes on the Affymetrix^® ^GeneChip between genotypes. Statistical analysis of the probe affinity difference was calculated using the feature intensity of the perfect match (PM) probes. Given the raw intensity (S) of each feature (probe) determined by the gene expression level (I), the affinity (A) between the target transcript and the probe, and random error (E) [58,109-111], the equation can be modeled as A_tij _+ E_tij _= S_tij _- I_ti _. Here, S_tij _is the raw PM intensity and I_ti _is derived from the RMA expression value of each gene for the designated genotype (t), probe set (i), and probe (j), where Et_1_ij ≈ Et_2_ij, since E is an independent identically distributed error with a mean of zero. The Bioconductor Affymetrix^® ^package was used to extract PM intensity and to calculate RMA expression, and the Bioconductor Siggenes package was used to evaluate all probe sets.

### Gene annotation

Genes were annotated using the Affymetrix^® ^GeneChip Soybean Genome Array Annotation http://www.soybase.org/AffyChip from SoyBase and The Soybean Breeder's Toolbox in conjunction with annotations from the HarvEST soy assembly website http://www.harvest-web.org. Unannotated genes were individually scanned by BLASTX and TBLASTX at an E-value cutoff of 10^-4^. The UniProt protein database [86], the Pfam protein database [112], the *Arabidopsis thaliana *genome database (TAIR, http://www.arabidopsis.org), and the *Medicago truncatula *genome database http://www.medicago.org were used for annotation purposes. TAIR gene ontology (GO) and GO slim annotations [113] were provided for each Arabidopsis match. BLASTP results with an E-value of less than 10^-10 ^were used to describe gene sequences referenced on the soybean genome (version Glyma1, [46]).

### Statistical analysis of gene ontology and expression

The consensus sequences of the soybean genes on the Soy Genome Affymetrix^® ^GeneChip were compared to the most recent release of predicted genes in the Arabidopsis genome (TAIR v. 8, http://www.arabidopsis.org) using TBLASTX (E < 10^-4^, [102]). The top Arabidopsis gene was used to query the Arabidopsis gene ontology (TAIR ATH_GO_GOSlim.20080308, http://www.arabidopsis.org) [113]. A database was created linking each Affymetrix^® ^probe to the most similar Arabidopsis gene (E < 10^-6^) and its corresponding gene ontology information [114]. Custom Perl scripts were used to mine the database for the GO slim annotations of the differentially expressed genes of interest.

To determine if particular GO slim categories were over-represented in our expression data, the number of genes matching each GO slim category was determined. This procedure was repeated to determine the number of genes matching each GO slim category for all the soybean consensus sequences represented on the chip. For each GO slim category, Fisher's exact test [115] was used to compare the number of expressed genes in the GO slim category, the number of genes not differentially expressed in the GO slim category, the number of differentially expressed genes outside the GO slim category, and the number of genes not differentially expressed and outside the GO slim category. To correct for oversampling, a Bonferroni correction [116] was used to adjust the two-tail probability *P *value. The *P *value obtained using Fisher's exact test was multiplied by the total number of GO categories represented on the Affymetrix^® ^Soy GeneChip. Only *P *values more significant than 0.05 after Bonferroni correction are reported. Further, only GO Slim categories that were significantly over-represented in the expression data are reported.

### qRT-PCR analysis

Quantitative RT-PCR was performed and analyzed using the Applied Biosystem Real-Time PCR system. Gene-specific primers spanning a maximum of 150 bp were designed using Primer Express^® ^software (Applied Biosystems). Gene-specific actin primers were also used for control and calculation purposes. Template cDNA was synthesized from total RNA using a reverse transcription cDNA synthesis kit (Invitrogen). Reactions with no reverse transcriptase were performed as controls. Quantitative RT-PCR was performed in three replicates in a 96-well plate using SYBR^® ^Green (BioRad) at 35 cycles. Results were calculated using the comparative C_T _method to evaluate gene expression in LoPro vs. HiPro or HiPro vs. LoPro with respect to the actin control at each stage.

### Transcriptome sequencing

Total RNA from stages one through four of LoPro and HiPro was used for Illumina^® ^sequencing. Poly A+ RNA was isolated from total RNA through two rounds of oligo-dT selection (Invitrogen Inc., Santa Clara, CA). The mRNA was annealed to high concentrations of random hexamers and reverse transcribed. Following second strand synthesis, end repair, and A-tailing, adapters complementary to sequencing primers were ligated to cDNA fragments. Resultant cDNA libraries were size fractionated on agarose gels, and 250 bp fragments were excised and amplified by 15 cycles of polymerase chain reaction. Ensuing libraries were quality assessed using the Agilent 2100 bioanalyzer platform and sequenced for 36 or 46 cycles on an Illumina^® ^Genome Analyzer DNA sequencing instrument using standard Illumina^® ^procedures.

### Sequencing data processing and analysis

To process the data for analysis, files were mirrored to an off-instrument computer using the Illumina^® ^platform to perform image analysis, base-calling, and per base confidence scores. Individual transcript tags were identified, counted, and scored for uniqueness. Sequence reads were then aligned against the 8X soybean genome sequence assembly (version Glyma1, [46]) using MAQ [117]. Read mappings were retained if they met the following criteria: they had a mapping quality of 99, or had no mismatches, or the sum of the quality scores of the mismatched bases was less than or equal to six (using Phred quality scores). If a read mapped equally well to multiple locations (therefore producing a mapping score of zero), MAQ randomly returned one of the locations. Counts were made with respect to predicted genes in the Glyma1.01 annotation by incrementing the count for a gene when any part of a read overlapped the longest splice variant of the gene model. Counts per gene and tissue are displayed in an "expression" GBrowse track at http://soybase.org/gbrowse, and all reads, without regard to gene boundaries, are displayed in another expression GBrowse track. The significance of gene expression between treatment pairs (e.g., A1 LoPro vs. A1 HiPro) was tested for each gene by comparing the normalized values for that gene against a two-tailed binomial distribution using a P-value of 0.001. Normalizations were calculated by multiplying the count values in each treatment by the experiment-wide average over the treatment sum. The test for significance for a given gene, with counts C1 and C2 (and C1 < C2), is whether the probability of observing C1 or fewer counts out of C1 + C2 trials (counts observed for genes from both treatments) is less than or equal to 0.0005 (for a two-tailed threshold of 0.001).

### Soybean physical mapping

Sequence information was downloaded from the latest soybean genome sequence assembly (version Glyma1, [46]) to obtain 50,527 unique soybean gene identifiers with chromosome locations. Soy Genome Affymetrix^® ^GeneChip probeset consensus sequences were retrieved http://www.Affymetrix.com for a total of 61,035 cDNA sequences. The NCBI blast program [102] was used to align Affymetrix^® ^Soy GeneChip probeset consensus sequences against the soybean cDNA database (Glyma1.cDNA.fa, http://www.phytozome.net/soybean.php) containing 75,778 sequences. With the blastn search tool, the match matrix BLOSUM62 was used with the following parameters: mismatch penalty -3, E-value 10^-5^, and bit score 100. This analysis aligned 36,406 Affymetrix^® ^soy identifiers to soy genome identifiers with chromosome locations. The genome sequences and probesets with chromosome information were imported into the genome browser of GeneSpring version 7.3.1 http://www.Agilent.com for mapping of genes and probeset locations onto chromosomes.

## Authors' contributions

YTB participated in experimental concept and design and performed GeneChip experiments, data analysis, and interpretation. BJ was responsible for delineating the LG I protein QTL genome boundaries. YTB and BJ were equal main authors responsible for writing the manuscript. SBC also contributed to writing of the manuscript. SBC, GDM, ADF, and NW were responsible for high-throughput sequencing, mapping transcripts to the genome, and sequencing data analysis and interpretation. MAG participated in data analysis and developing gene ontogeny data. BWD, GJM, JES, and RCS participated in experimental design and concept. ZJT contributed to genomic data analyses. WWX contributed to microarray data analysis and performed single feature polymorphism analysis on microarray data. CPV participated in experimental concept and design, data analysis and interpretation, and writing of the manuscript. All authors contributed to editing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Details of the SSR markers derived from the BAC sequences and the whole genome sequence spanning the LG I QTL region**. Forward and reverse primer sequences and start and end sites for SSR markers are listed with PCR product size in 'Williams82' and segregation status in NILs. Click here for file

Additional file 2 **Differentially accumulating transcripts between stage three and stage one within genotypes**. Affymetrix^® ^Soy Genechip probesets with differential expression values between stage three and stage one are listed with the ratio of mean values from three biological replicates at stage three versus stage one within LoPro (tab A3vA1) or HiPro (tab B3vB1) along with Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 3 **Differentially accumulating transcripts between stage four and stage one within genotypes**. Affymetrix^® ^Soy Genechip probesets with differential expression values between stage four and stage one are listed with the ratio of mean values from three biological replicates at stage four versus stage one within LoPro (tab A4vA1) or HiPro (tab B4vB1) along with Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 4 **Transcripts upregulated from stage one to stage four in both genotypes**. Affymetrix^® ^Soy Genechip probesets with higher expression values in stage four than stage one in both HiPro and LoPro are listed with mean values from three biological replicates at each stage and Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 5 **Transcripts downregulated from stage one to stage four in both genotypes**. Affymetrix^® ^Soy Genechip probesets with lower expression values in stage four than stage one in both HiPro and LoPro are listed with mean values from three biological replicates at each stage and Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 6 **Transcripts with greater than four-fold change in accumulation differences between stage four and stage one in LoPro**. Affymetrix^® ^Soy Genechip probesets with greater than four-fold change in accumulation differences between stage four and stage one in the LoPro genotype are listed with mean values at stage one and stage four, ratio of mean values, and Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 7 **Transcripts with greater than four-fold change in accumulation differences between stage four and stage one in HiPro**. Affymetrix^® ^Soy Genechip probesets with greater than four-fold change in accumulation differences between stage four and stage one in the HiPro genotype are listed with mean values at stage one and stage four, ratio of mean values, and Uniprot, Arabidopsis, and *M. truncatula *alignment descriptions. Click here for file

Additional file 8 **Overrepresented gene categories with transcript accumulation changes during seed fill**. Gene ontology (GO) categories that are overrepresented in the NIL genotypes LoPro and HiPro are shown next to the stages compared and the direction of trend changes. For *Stage comparison: 1 to 4 *and *Trend: decrease*, the trend of transcript accumulation decreases from stage one to stage four. The GO term identifier is indicated along with the functional categorization. BP = biological process. MF = molecular function. # of genes = number of genes represented by the Affymetrix^® ^Soy GeneChip with transcript accumulation changes. Click here for file

Additional file 9 **Differentially accumulating transcripts between NILs identified by N-way ANOVA analysis of Affymetrix^® ^Soy GeneChip microarray data**. Affymetrix^® ^Soy Genechip probesets with differential expression values between NILs detected by N-way ANOVA analysis are listed with Uniprot alignment descriptions. Click here for file

Additional file 10 **Quantitative RT-PCR for four genes detected as differentially accumulated in the genomic segment containing the LG I protein QTL by Illumina HTTS**. Gene identifiers refer to genes with differentially accumulated transcripts listed in Table 4. (A) Glyma20 g19680, Glyma20 g21080, and Glyma20 g21540 transcripts were detected at higher levels in LoPro than HiPro (Table 4). Transcript level fold changes for Glyma20 g19680, Glyma20 g21080, and Glyma20 g21540 were compared between LoPro and HiPro lines with reference to an actin control in stage 3 seed by qRT-PCR. (B) Glyma20 g22650 transcripts were detected at higher levels in HiPro than LoPro in stage 1 seed (Table 4). Transcript level fold changes for Glyma20 g22650 were compared between HiPro and LoPro lines with reference to an actin control in stage 1 seed by qRT-PCR. Click here for file

Additional file 11 **HTTS read counts for genes within the LG I protein QTL region**. Genes within the LG I protein QTL region on chromosome 20 are listed in order of those with the greatest to least number of total read count evidence from Illumina HTTS of seed tissue at four seed stages in both genotypes. Read counts are normalized, and genes with transposon-related annotations have been removed from this list. Click here for file

# Supplementary material for: Complementary genetic and genomic approaches help characterize the linkage group I seed protein QTL in soybean
**Source:** BMC Plant Biol. 2010 Mar 3;10:41. doi: 10.1186/1471-2229-10-41

**Additional file 10: Quantitative RT-PCR for four genes detected as differentially accumulated in the genomic segment containing the LG I protein QTL by Illumina HTTS.** Gene identifiers refer to genes with differentially accumulated transcripts listed in Table 4. (A) Glyma20g19680, Glyma20g21080, and Glyma20g21540 transcripts were detected at higher levels in LoPro than HiPro (Table 4). Transcript level fold changes for Glyma20g19680, Glyma20g21080, and Glyma20g21540 were compared between LoPro and HiPro lines with reference to an actin control in stage 3 seed by qRT-PCR. (B) Glyma20g22650 transcripts were detected at higher levels in HiPro than LoPro in stage 1 seed (Table 4). Transcript level fold changes for Glyma20g22650 were compared between HiPro and LoPro lines with reference to an actin control in stage 1 seed by qRT-PCR.

**A**

**
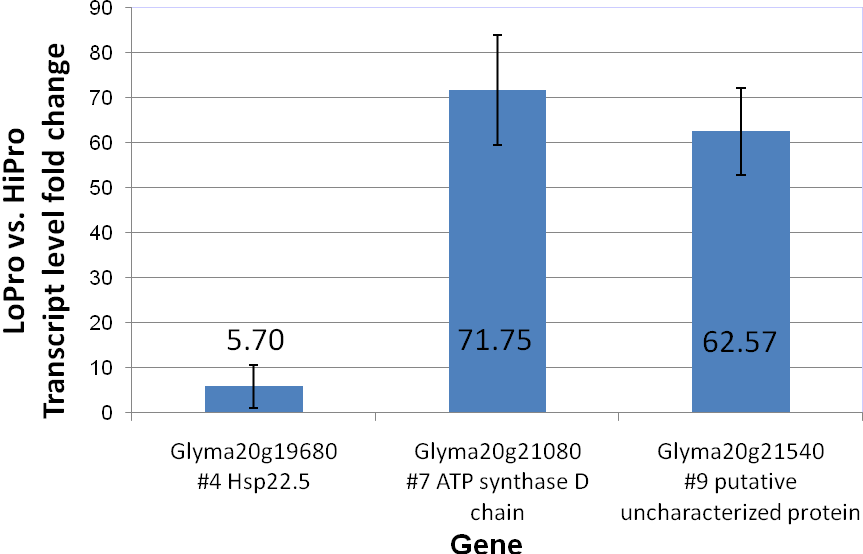
**

**B**

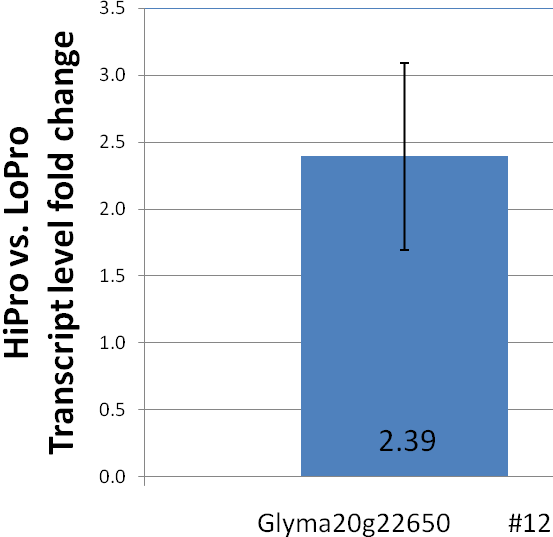

**Supplement:** Additional file 10 — Quantitative RT-PCR for four genes detected as differentially accumulated in the genomic segment containing the LG I protein QTL by Illumina HTTS. Gene identifiers refer to genes with differentially accumulated transcripts listed in Table 4. (A) Glyma20 g19680, Glyma20 g21080, and Glyma20 g21540 transcripts were detected at higher levels in LoPro than HiPro (Table 4). Transcript level fold changes for Glyma20 g19680, Glyma20 g21080, and Glyma20 g21540 were compared between LoPro and HiPro lines with reference to an actin control in stage 3 seed by qRT-PCR. (B) Glyma20 g22650 transcripts were detected at higher levels in HiPro than LoPro in stage 1 seed (Table 4). Transcript level fold changes for Glyma20 g22650 were compared between HiPro and LoPro lines with reference to an actin control in stage 1 seed by qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

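The samples are developing seed of the near-isogenic lines LoPro and HiPro at 4 stages of seed fill, with 3 replicates per line and stage and 24 arrays in all, one Soy GeneChip per sample. Each replicate is a pool of seed from 3 plants, and the methods state that the stages of a replicate came from the same plants, so the arrays come from 6 plant pools.

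The deposited intensity values are signals that the authors made with MAS5 and scaled per array, as the labels name the tool with no version; they are on a linear scale. The 2% trimmed mean lies between 500.14 and 500.17 on every array and the medians between 198 and 229, so each array was scaled by 1 factor and no quantile normalization was applied. By the methods, the study condensed and normalized its data with RMA and ran MAS5 for comparison, so the paper's values come from another processing than those here; the deposited table does not hold the RMA values. Arrays give no counts or depth; their number, 3 per group, limits the precision. Pearson's r between replicates across probesets lies between 0.941 and 0.966 on the log2 scale and between 0.953 and 0.997 on the linear scale, where probesets are not independent replicates. The 3′ minus 5′ log2 signal of the actin control was 4.94 in HiPro and 4.86 in LoPro on means per pool (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest p possible). Over the 5 soybean control pairs the mean of this measure fell from stage 1 to stage 4, from between 3.44 and 4.03 to between 2.05 and 2.74 in LoPro and from between 3.70 and 4.13 to between 1.75 and 2.53 in HiPro. By pair, the change was 0.18 in LoPro and -0.0045 in HiPro for actin, -0.78 and -2.17 for ubiquitin, -0.89 and -0.56 for P450, -0.54 and -0.49 for the GlutTrans control and -4.85 and -5.46 for the sucrose-binding control, whose 5′ probeset rises over seed fill. Stage comparisons were not adjusted for this.

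Of 37763 probesets in the table, 69 controls were left out and 37694 tested. The log2 signal, with no floor added (smallest value 5.2e-04), was fitted with limma 3.58.1 in R 4.3.3 to the 8 means of line and stage, with eBayes and a trend of the spread with the mean signal, and 16 residual degrees of freedom. Contrasts were stages 2, 3 and 4 against stage 1 in each line, the difference of these changes between the lines for stages 3 and 4, HiPro against LoPro at each stage and over the mean of the 4 stages, and an F test over the 4 differences between the lines. A probeset was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, which are the study's thresholds; the F test has no fold threshold. The share of called probesets in the QTL region was compared with that of all other probesets by Fisher's exact test, two-sided.

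The pools pair the stages within a line. Residuals of arrays of one pool have a mean correlation of 0.10 across probesets, those of the same replicate number in the other line 0.08 and those of other pairs -0.04. The methods say that the lines were planted in staggered pairs and harvested in parallel, and the labels do not say which replicates form a pair. Neither the plant pool nor the replicate number was a term in the model, and fits with each as a block are alternatives.

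Groups of related function were formed from descriptions in the study's additional files, since the reference describes too few probesets, and 8 further groups from gene symbols, chosen from names alone after the files had been opened. Of the tested probesets 1726 have a description and 8677 have 1 gene symbol. The additional files could be read only in part, so the groups hold fewer members than the study counted. The HiPro sheets were read least, 57 of 716 entries at stage 3 and 0 of 2094 at stage 4. For LoPro 616 of 616 and 696 of 1293 were read, so members that changed in LoPro are favoured. Shared increases were read less fully than shared decreases, 435 of 896 against 431 of 439, so the balance within a group can lean toward decreases. No test of a group against other probesets was run, because most members were chosen by the study on these arrays.

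The probesets named by rule are those of Tables 1, 2 and 3, those of the genes of Table 4, the 10 called probesets with the largest change in each direction without overlap between the arrays of the groups (stage 4 against stage 1 in each line, and between the lines), the same for the interaction without the condition on overlap, and up to 4 called members of each group with the largest change. The values of the study's tables had been seen when this rule was set. Any other probeset named was chosen after its values were seen. Probesets are named by gene symbol, gene model, description or entry in the paper's tables, and their array identifiers are not printed.

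The alternatives were quantile normalization, centring each array on its median, a floor at the 10th percentile of the signal (14.5), leaving out the probesets in the lowest 30% of mean signal (11308), all probesets of the table, eBayes without trend, a fit of the groups compared only, the Student's t-test of the paper's methods, the pool or replicate number as a fixed or random block, means per pool, a 2-fold threshold, an FDR of 0.01, no fold threshold, an additive model and an analysis of variance of each probeset, and leaving out each array and each pool in turn. The floor and the dim probesets were set by percentiles because the table holds no probesets of the other organisms on the chip. The model was tested on simulated data with 100 probesets changed 4-fold and 100 changed 2-fold in each run, and noise drawn independently for each array. At 4-fold it called 80% for LoPro stage 4 against stage 1, 82% for HiPro, 52% for the interaction and 91% between the lines, and at 2-fold 51%, 41%, 25% and 78%, with 4 to 6 false calls. The noise held no structure of pools or replicate numbers, which the arrays have, and far fewer probesets changed than between the stages. These shares and false calls therefore hold for the simulated setting and not for the arrays, least of all between the lines.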

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

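The tests of the level of storage transcripts at stage 1 and at stage 4 were chosen after the result was seen, and the bounds of the tests on storage transcripts and on probe sequence were made stricter after their values had been seen, as was the rule that a level near the highest signal leaves the test of stage 4 open.

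The study left the comparison of stage 2 with stage 1 out of further work. By limma with the spread pooled over the 8 groups 383 probesets change in HiPro, against 0 in the highest other split, though chance cannot be judged from the 10 ways to split 6 arrays. In LoPro 163 change (448 with the pool as a block), but another split gives 212 and a fit of the groups compared only 0, so a change in LoPro stays open. Between the lines, 12 probesets differ over all stages that are in neither Table 3 nor Additional file 9, 1 higher and 11 lower in HiPro. The 1 with a description, a [2Fe-2S]-binding transcript at -1.87 (adjusted p = 0.037), does not pass with signals raised to the 10th percentile (-0.50, adjusted p = 0.36).

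Storage protein transcripts rise more from stage 1 to stage 4 in HiPro, for 10 of 11 probesets by symbol with a median interaction of 0.58. A higher HiPro level at stage 4 stays open: the median difference there is 0.13 (quartiles 0.10 to 0.16), which met the bound against it (below 0.25), but these probesets lie a median of 0.58 below the highest log2 signal of the array, where differences may be compressed. By its bounds a higher LoPro level at stage 1 stays open: the median difference is -0.45, which met the first bound against it (above -0.5), but the quartiles of -0.97 and -0.38 span that bound and 10 of 11 are negative. The larger rise is by definition the difference at stage 4 less that at stage 1, and by the medians the larger part lies at stage 1. Between the lines 6 of the 11 had an unadjusted p under 0.05 by limma at stage 1 and 1 did at stage 4. Of the 14 storage probesets by description 8 and 0 did, and none of either list was called. RNA of later stages carried over into LoPro stage 1 replicate 2 and seed that was further developed in that pool cannot be told apart, because the falling probesets lie at -0.25 there, beyond the first bound of -0.2 against carry-over, while LoPro stage 1 replicate 1, nearly as high in the rising probesets (0.43 against 0.49), lies at -0.11. In the storage probesets it is LoPro stage 1 replicate 1 that stands apart, at a median log2 signal of 11.77. Replicate 2, at 10.87, lies near the HiPro stage 1 arrays (10.57, 10.65 and 10.84), so a test on replicate 2 bears little on the storage transcripts. Uneven development of the LoPro stage 1 pools is consistent with the value of -0.25 and with 0.42 in LoPro stage 1 replicate 3, and remains a hypothesis found and tested on the same arrays.

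Of 11 probesets that differ between the lines in the QTL region or on chromosome 20 in Table 3, 10 are lower in HiPro. Sequence differences under the probes would give the same ratio at every stage; 36.4% of the 11 (4 probesets) have an unadjusted p under 0.05 for a difference between the stages, against 3.91% of all probesets. That exceeds the first bound of 30% against this cause, but 4 probesets are few, and where the HiPro signal is near background the ratio follows the LoPro level over the stages, so it cannot be excluded. Absence of the transcript in HiPro stays open as well for the 10 as a set: 70% (7 of the 10) have a HiPro signal in the lowest 30% of all probesets, while that of entry 2 of Table 3 (LOC100306281) lies at percentile 86.1. The ratio of the latter hardly moves over the stages (-2.62, -2.58, -2.44 and -2.59). The paper's sequencing had no HiPro reads for the Mov34 family gene and that of entry 3. Its qRT-PCR found a difference for these genes and none for entry 2, and its probe-level test found affinity differences for all of them. A difference in the QTL alleles, which the design names, is untested apart from these.

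The 6 suspensor and vegetative storage protein probesets that are higher in HiPro keep at least a 1.5-fold difference without any one plant pool (6 of 6 each time, with 3 to 6 still called), so one pool is not the source. The 4 vegetative storage protein probesets, all with the symbol VSPA, fall over seed fill. For them HiPro seed that is less advanced at the same weight may account for part of it and cannot be told apart. Transcripts that fall over seed fill are higher in HiPro by a median of 0.14 at stages 2 and 3, above the bound against it (below 0.1) and under the bound for it (0.25). The 2 suspensor probesets rise over seed fill in both lines and yet are higher in HiPro, by 1.91 and 1.10. Less advanced seed would make them lower, so these values argue against this cause for the suspensor probesets. By stage the 1977 falling probesets lie at 0.15, 0.09, 0.20 and 0.03, and the 1259 rising ones at -0.12, -0.09, -0.16 and -0.04.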

How the results depend on the processing

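All alternatives were planned. The order of the lines at stage 3, with more changes in LoPro, turns under the t-test of the methods and under the fit of the groups compared only (4283 in LoPro and 4694 in HiPro) and in some fits without 1 array or pool, and the share of increases among HiPro changes by stage 4, 44.1%, is 50.7% after quantile normalization and 58.1% after median centring. Of the values of the 163 named probesets, no called one reversed: for LoPro stage 4 against 1, 1812 of 1924 kept their direction and side of the threshold, 87 fell below it and 20 passed it; for HiPro 1861, 53 and 6 of 1924; between the lines 2026, 31 and 0 of 2087, and the rest did so without being called. The causes of the changes below were not tested unless stated.

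The counts for stages 3 and 4 against stage 1, the shared percentages and the count between the lines stayed within 1.5 times their values under quantile normalization and median centring, with 33 of the 37 probesets that differ between the lines shared under quantile normalization and 36 under median centring. The floor gives 108 probesets in LoPro at stage 2, 335 over 4-fold in LoPro and 9 between the lines at stage 2. Without the dim probesets, which leaves 26386, those over 4-fold are 241 in LoPro and 332 in HiPro, the lines differ in 23 (F test 15) and in 2, 3, 4 and 11 at stages 1 to 4, and 2.38% of the QTL region differ: fewer probesets remain. Without the trend LoPro has 95 at stage 2 and the F test 17. A fit of the groups compared only gives 0 in LoPro and 610 in HiPro at stage 2, and 0, 2, 5 and 4 between the lines at stages 1 to 4. The t-test of the methods gives 1, 228 and 2956 in LoPro and 14, 978 and 5074 in HiPro at stages 2 to 4, 192 over 4-fold in LoPro, 25.7% and 35.8% shared increases and decreases, 13 between the lines and 0 at each of the 4 stages, where 477, 520, 757 and 604 pass 1.5-fold at an unadjusted p under 0.05.

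With the pool as a block, 448 probesets change in LoPro and 945 in HiPro at stage 2. Between the lines a block of replicate numbers gives 65 (all 37 among them), 46 by the F test and 23 at stage 3; a random pool effect (consensus correlation 0.15) gives 16, an F count of 14 and 1.69% of the QTL region; means per pool give 10 and 1.69%. A 2-fold threshold gives 2893 and 4455 in LoPro at stages 3 and 4, 216, 2684 and 4972 in HiPro at stages 2 to 4, and 22 between the lines. At an FDR of 0.01 LoPro has 31 and 3481 and HiPro 109 and 3271 at stages 2 and 3, the lines differ in 18 (F test 10; 3, 8 and 11 at stages 1, 3 and 4) and 1.69% of the QTL region. With no fold threshold 8.47% of the region differ. The additive model gives 54 in place of the F test and the interaction of the analysis of variance 0. With the Table 3 probesets of chromosome 20 added, 16.4% of the region differ, by construction.

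Leaving out 1 array or pool gives 1 to 709 in LoPro and 19 to 318 in HiPro at stage 2, 3174 to 5637 and 2473 to 5738 at stage 3, and 6399 to 8272 and 6840 to 9056 at stage 4. The shared increases range from 41.9% to 51.5% and decreases from 48.1% to 58.8%, and those over 4-fold from 409 to 613 in LoPro and 467 to 626 in HiPro. The interaction gives 0 to 9 at stage 4 and 0 to 2 at stage 3. Between the lines it gives 20 to 175, 13 to 84 by the F test, 2 to 142, 3 to 13, 7 to 41 and 16 to 27 at stages 1 to 4, and 1.69% to 5.08% of the QTL region. The extremes at stage 2 are without LoPro replicate 1 (1), LoPro stage 2 replicate 3 (709) and HiPro replicate 2 (19), and between the lines without HiPro replicate 2 (20) and LoPro replicate 3 (175). Where 1 array is left in a group, it is assumed to vary like the others. Signal near background limits ratios of dim probesets, as the floor shows.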

Differences from the paper's values

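By its methods the paper's values rest on RMA signals and those here on the deposited MAS5 signals, and no alternative used RMA signals. Counts at the study's thresholds differ from the paper's in every stage comparison. For stage 2 against stage 1 the paper's count is 0 in both lines and the re-analysis gives 163 in LoPro and 383 in HiPro; of the alternatives set before the data were examined, the fit of the groups compared only gives 0 in LoPro and no other closes the gap, and none does in HiPro. The paper words its counts for stages 3 and 4 as higher accumulation, but its sheet of the 616 holds 241 ratios above 1 and 375 below, so changes in both directions are set beside them. For stage 3 the paper's 616 in LoPro and 716 in HiPro stand against 5586 and 5230; the t-test of the methods gives 978 in HiPro, within 1.5 times of the paper's, and no alternative does so in LoPro (228 by that test). For stage 4 the paper's 1294 and 2094 stand against 8192 and 9121, and no alternative comes within 1.5 times. Read as increases alone they stand against 4263 and 4023 here, and 1387 and 2278 by the t-test are within 1.5 times; at stage 3 the increases are 2825 and 2245, and 86 and 408 by the t-test.

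The paper's shared part of the increases is 18.2%, against 51.1% here, and of the decreases 30.2%, against 57.5%; the t-test of the methods gives 25.7% and 35.8%, within 1.5 times, and the other alternatives do not. The paper's count over 4-fold is 40 in LoPro and 200 in HiPro, against 552 and 598, and no alternative closes either gap. The paper's largest fold in HiPro is over 5 times that in LoPro, and here the ratio is 10.4 (8.37 with the floor).

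Between the lines the paper reports 13 probesets, against 37 here; the t-test of the methods gives 13, 11 of them in Table 3, the random pool effect 16, means per pool 10 and an FDR of 0.01 gives 18, and the other alternatives stay beyond 1.5 times. Over 4-fold the paper reports 6, against 11 here and 8 by the t-test. By N-way analysis of variance the paper reports 66, against 27 by the F test; the replicate block gives 46, the additive model 54, and 47 and 84 come without LoPro stage 1 replicate 3 and without LoPro replicate 3, while the other alternatives do not reach it. The paper's lowest correlation between replicates is 0.9809, against 0.953 on the linear signal here; no alternative was run for it.

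Ratios of mean signals were set beside those of the tables, with a bound of 1.5 times or the SD of the ratio over pools, whichever is wider. The paper's 1086.8 for CG-BETA-1 in HiPro stands against 1909 (1452 with quantile normalization is within 1.5 times, 1634 with the floor only within the SD of 813, and median centring in neither), and 33.1 for the Pv42p-like transcript of Table 1 against 67.0, with no alternative within it. The paper's 21.9 for specific tissue protein 1 in LoPro stands against 14.5 (14.8 with median centring is within the bound, the others are not). For LoPro over HiPro, the paper's 19.22 for the Mov34 family transcript, entry 1 of Table 3, stands against 142 (16.8 with the floor), 4.94 for the lower probeset of that entry against 14.6 (8.19 with the floor, beyond 1.5 times and within the SD of 6.73), and 2.18 for the phosphatase, entry 10, against 3.31 (3.08 with the floor), where quantile normalization and median centring do not close the gap. The paper's 6.01 for the lower probeset of entry 3 stands against 11.7, 0.53 for entry 4 against 0.195 and 1.99 for entry 5 against 5.41, with no alternative within the bound. Within 1.5 times of the paper's are 11 of 15 ratios of Table 1, 13 of 15 of Table 2 and 7 of 13 of Table 3. Beyond 1.5 times but within the SD over pools are 2 of Table 1 and 1 of Table 2. In Table 1 these are the stress-induced gene transcript (217 against the paper's 115.4) and an expressed protein (59.9 against 37.8). In Table 2 it is a predicted protein (12.6 against 6.1).

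The paper states a higher number for HiPro than for LoPro at stage 3 (changes of both directions, as above), and here LoPro has more (5586 against 5230; 2825 against 2245 for increases), while at stage 4 HiPro has more as in the paper (9121 against 8192); the t-test has the paper's order at stage 3 (978 against 228), and so has the fit of the groups compared only (4694 against 4283). The order also turns where LoPro lies below 5230 without replicate 1 (5080), 2 (3745) or 3 (3174), without stage 1 replicate 1 (5139) or 3 (4019) or without stage 3 replicate 2 (4089) or 3 (4630), and where HiPro reaches 5738 without its stage 3 replicate 3. The paper lists entry 8 of Table 3 as different between the lines, and here its log2 ratio is 0.70 (adjusted p = 0.15 by limma), in the paper's direction. The paper says that heat shock protein genes are higher in LoPro. Over the stages, of 18 by gene symbol 13 lie on the HiPro side and 0 differ (0 at an unadjusted p under 0.05), and of 13 by description 5 lie on the HiPro side and 0 differ (3 unadjusted), by limma and by the t-test. At stage 3 alone 0 of these 13 differ and 7 have an unadjusted p under 0.05 by limma. The paper's candidate of this kind rests on sequencing and on qRT-PCR at stage 3. It had no corresponding microarray data, so the values here do not measure it. The paper's counts of transport-related transcripts that changed in both lines are 26 increased and 33 decreased, against 25 and 13 here; the descriptions of 435 of 896 probesets of its list of shared increases and 431 of 439 of its list of decreases could be read, no alternative was run, and the order of the counts is left open. Ubiquitin-related and microtubule transcripts were also counted on part of those lists only and are not set side by side.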

Other observations

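Splits of the arrays were compared with the real one. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In LoPro the real counts are 163, 5586 and 8192 at stages 2, 3 and 4 and the highest of the other splits 212, 1 and 1, with 2, 1 and 1 splits as large; in HiPro they are 383, 5230 and 9121 against 0, 0 and 1, with 1 split as large each time. Over 4-fold the counts are 552 in LoPro and 598 in HiPro against 1 in the highest other split of each. Between the lines at stages 1 to 4 they are 6, 5, 13 and 23 against 31, 2, 6 and 15, with 3, 1, 1 and 1 splits as large. For results over all arrays 100 reassignments were drawn, the real one included. For the shared increases the values are 51.1% against 0 and for the decreases 57.5% against 0, with 1 of 100 as large each time; with a highest other of 0 this bears on whether the stage matters and not on the sharing, and single arrays were reassigned across the plant pools here too. Between the lines the values are 37 against 70 for the count (3 of 100 as large), 27 against 22 for the F test (1 of 100) and 5.08% against 0 for the QTL region (1 of 100), but single arrays were reassigned, which breaks up the 6 plant pools, and the 10 exchanges of whole pools are too few for a share under 0.05. For the interactions, with a real count of 0, all 100 of 100 are as large; the highest others are 6 at stage 4 and 3 at stage 3. These limits of the reassignments were set after the values had been seen, and without them the shared percentages, the count between the lines, the F test and the QTL region would each have met the share under 0.05.

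When whole pools are exchanged between the lines, 10 splits exist and 3 of them are as large as the real 37. LoPro replicates 1 and 2 with HiPro replicate 1 against the others call 1126 probesets, and LoPro replicate 1 with HiPro replicates 1 and 2 call 551. Counts several times the real one point to a structure of the samples that runs across the lines by replicate number: 19 of 24 arrays correlate best with their own number in the other line. In several groups replicate 3 is the lowest in transcripts of seed fill: the median deviation of 589 rising probesets is -0.74 in LoPro stage 1 replicate 3, -0.82 in LoPro stage 2 replicate 3 and -0.50 in HiPro stage 3 replicate 3, and that of 1123 falling ones 0.42, 0.61 and 0.56. It is not so in LoPro stage 3, where replicate 3 lies at -0.0020 and -0.02 and replicate 1 at -0.14 and 0.38, and hardly in HiPro stage 1, where replicate 3 lies at -0.12 and 0.09 and replicate 1 at -0.11 and -0.09.

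Of 3 probesets described by seed coat, 1 increased and 2 decreased in both lines by stage 4, and of 9 described by nodule 1 increased and 2 decreased. Of 3 described by suspensor or endosperm, 2 increased and 1 decreased in both lines, and 2 were higher in HiPro over all stages. Of the 6 stem glycoprotein probesets all 6 decreased in both lines by stage 4, and of 8 vegetative storage protein probesets by symbol 5 did, with 4 higher in HiPro over all stages (6 adjusted over the list alone).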
